# Transcriptome-Wide Analysis of Stationary Phase Small ncRNAs in *E. coli*

**DOI:** 10.3390/ijms22041703

**Published:** 2021-02-08

**Authors:** Nicole Raad, Hannes Luidalepp, Michel Fasnacht, Norbert Polacek

**Keywords:** stationary phase, sRNA, tRF, dormancy, deep sequencing, bioinformatics

## Abstract

Almost two-thirds of the microbiome’s biomass has been predicted to be in a non-proliferating, and thus dormant, growth state. It is assumed that dormancy goes hand in hand with global downregulation of gene expression. However, it remains largely unknown how bacteria manage to establish this resting phenotype at the molecular level. Recently small non-protein-coding RNAs (sRNAs or ncRNAs) have been suggested to be involved in establishing the non-proliferating state in bacteria. Here, we have deep sequenced the small transcriptome of *Escherichia coli* in the exponential and stationary phases and analyzed the resulting reads by a novel biocomputational pipeline STARPA (Stable RNA Processing Product Analyzer). Our analysis reveals over 12,000 small transcripts enriched during both growth stages. Differential expression analysis reveals distinct sRNAs enriched in the stationary phase that originate from various genomic regions, including transfer RNA (tRNA) fragments. Furthermore, expression profiling by Northern blot and RT-qPCR analyses confirms the growth phase-dependent expression of several enriched sRNAs. Our study adds to the existing repertoire of bacterial sRNAs and suggests a role for some of these small molecules in establishing and maintaining stationary phase as well as the bacterial stress response. Functional characterization of these detected sRNAs has the potential of unraveling novel regulatory networks central for stationary phase biology.

## 1. Introduction

Most of the bacterial population resides in a non-proliferating growth state termed the stationary phase. One of the most common environmental signals that prompt bacteria into adopting a non-proliferative behavior is nutrient deprivation [1]. In fact, environmental conditions that would allow constant cell division and bacterial growth are rarely encountered in nature [2]. Stationary phase bacterial cultures are not homogenous but represent a mixture of actively dividing and dying cells [1]. It is also during this phase that a minor population of dormant and non-dividing bacteria, termed persisters, arises [3,4,5]. Even though persister cells are already detectable in exponential phase cultures, their abundance increases upon entry into the stationary phase [1]. Due to their metabolic inactivity, persister cells exhibit an antibiotic tolerance phenotype [6,7] that poses a severe health threat and has been linked to recurrent bacterial infections. Pathogenic bacteria within the mammalian host often resort to dormancy to bypass immune response and cope with nutritive stress [5]. Therefore, entry into and exit from the stationary phase are crucial for the long-term survival of a bacterial population and are, therefore, tightly regulated processes. A key player in this crucial transition in Gram-negative bacteria is the alternative sigma factor RpoS, whose expression peaks in the stationary phase [8]. RpoS orchestrates the global downregulation of gene expression in favor of the upregulation of a subset of genes critical for survival under these challenging conditions. Furthermore, RpoS has been reported to aid in persister cell formation [9,10] and appears to promote dormancy hand in hand with (p)ppGpp [11], the alarmone regulator of the stringent response in bacteria [12]. Interestingly, RpoS expression is under the control of several sRNAs, both positively and negatively [13]. As such, the bacterial stress response and stationary phase behavior appear to be regulated in a hierarchal fashion, often relying on small ncRNA regulators. 

In bacteria, the discovery of sRNA regulators has preceded that of their counterparts in eukaryotes, and these ribo-regulators can be divided into several categories based on their nature, their various modes of action, and the physiological processes that they regulate [14,15,16]. Transcriptome profiles unraveled a whole depository of uncategorized sRNAs [17,18], whose expression levels are heavily affected by key environmental signals. These profiles are significantly dominated by short, trans-encoded sRNAs that regulate gene expression at the post-transcriptional level. A single sRNA can regulate the fate of several target mRNAs via partial base pairing, thereby fine-tuning pathways involved in metabolism [19], quorum sensing [20], antibiotic resistance [21], stress response [22], or virulence [23]. For instance, *ryhB* appears to aid persister cell formation in uropathogenic *E. coli* [24], while this sRNA has been previously reported to regulate iron metabolism [25]. This further illustrates the intricate nature of RNA regulatory networks in bacteria. These regulatory sRNAs heavily rely on the presence of RNA-binding proteins that protect them against degradation and/or assist them during mRNA target recognition. Hfq, and recently ProQ and CsrA, have been extensively characterized as key RNA chaperones binding, assisting, and stabilizing sRNAs [26,27,28]. As such, the identification and characterization of novel sRNAs frequently utilized these chaperones as baits in pull-down studies [29,30,31]. Nonetheless, several sRNA could be acting independently of these so far characterized chaperones and would thus be undetected in these pull-down approaches. 

A so far largely unnoticed class of regulatory RNAs that has recently emerged in transcriptome studies is rancRNAs (ribosome-associated noncoding RNAs). rancRNAs have been described in all domains of life, and a subset of experimentally characterized candidates bind the ribosome, are thereby protected from cellular degradation machineries, and regulate translation under specific stress conditions [32]. In eukaryotic systems, rancRNAs were shown to be capable of either inhibiting or stimulating protein synthesis by various mechanisms [33,34,35]. rancRNAs have also been described in prokarya; in the archaeon *Haloferax volcanii*, two rancRNAs were shown to inhibit translation either globally by competing with mRNA binding [36] or locally by inhibiting the translation of specific mRNAs [37]. However, the contribution of sRNA in general, and rancRNAs in particular, to stationary phase biology has not been investigated in a systematic and comparable manner transcriptome-wide. Therefore, our knowledge about these ribo-regulators in the bacterial domain remains fractional.

As bacterial sRNAs are often expressed under specific physiological conditions in response to external stimuli and can modulate the levels of several transcripts at once, these small molecules can globally orchestrate the aftermath of the physiological condition under which they are produced. Our understanding of the magnitude of sRNA involvement in weaving regulatory networks in dormant bacteria is still elusive and far from being understood in molecular terms. In the present study, the small transcriptome (20–300 nucleotides) of the Gram-negative bacterium *Escherichia coli* (*E. coli*) was extracted from the total, as well as ribosome-associated RNA pools, from bacteria growing in the exponential and stationary phases and different growth media. Subsequently, these sRNomes were converted into cDNAs, deep sequenced, and finally bioinformatically analyzed and compared. We developed and reported a new pipeline called STARPA (Stable RNA Processing Product Analyzer) to identify, quantify, and characterize putative stable RNA processing products or novel sRNAs from multiple RNA-seq libraries. Dual analysis of libraries reveals various upregulated sRNAs in the stationary phase, offering a global repertoire of sRNAs expressed under this growth condition and thus, representing prime candidates for being involved in establishing the non-proliferating state in the stationary phase. To validate the STARPA pipeline, we experimentally verified several predicted RNA processing products derived from various RNA types in *E. coli*.

## 2. Results

### 2.1. Library Preparation and Sample Collection

In this current study, we aimed at identifying stably expressed sRNAs specifically enriched during the stationary phase of growth, which would potentially regulate the entry and maintenance of this state in *E. coli*. To reveal and identify these potential candidates, and in the absence of adequate time-resolved sRNA expression profiles recorded over different growth phases, we deep sequenced the small *E. coli* transcriptome in exponential and stationary phase deriving from total or ribosome-associated RNA pools (Figure 1a, Supplementary Table S1). *E. coli* cells were grown separately in two media: standard LB (lysogeny broth) and MOPS-Glc (morpholinepropanesulfonic acid supplemented with glucose), the latter serving as a minimal medium to sustain bacterial growth. Samples for RNA extraction were taken from two distinct time points for each growth medium and in two biological replicates. 

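The 16 libraries form 8 groups of 2 biological replicates, one for each combination of medium (LB or MOPS-Glc), growth phase (exponential or stationary) and RNA source (total or ribosome-associated). Exponential phase cells were collected at an OD600 of 0.4. Stationary phase cells were collected after 48 h in LB, and after 5 days in MOPS-Glc according to Supplementary Table S1 and the sample labels, while Figure 1a shows 48 h for both media. Ribosome-associated RNA is the RNA of crude ribosomes, which the methods describe as the pellet of an ultracentrifugation of the cleared lysate, while a free-text label speaks of pooled polysome fractions. For the 4 LB total RNA libraries, free-text labels name the other growth phase, and the libraries were assigned by Supplementary Table S1, which also matches their titles. Replicates 1 of all groups belong to one library series and replicates 2 to another, so that the replicate number and the library series cannot be told apart. The authors' counts summed to 7357691 and 7538735 in the exponential total RNA libraries of LB (median 7448213) and to 9412107 and 11298296 in the stationary ones (median 10355202). In the ribosome-associated RNA libraries of LB, the sums were 3080997 and 5728611 in exponential phase (median 4404804) and 3695135 and 6471574 in stationary phase (median 5083354.5). In MOPS, the exponential total RNA libraries summed to 5415917 and 8761822 (median 7088869.5) and the stationary ones to 8942372 and 12708939 (median 10825655.5). The MOPS ribosome-associated RNA libraries summed to 1294506 and 7343219 in exponential phase (median 4318862.5) and to 2698701 and 7571428 in stationary phase (median 5135064.5). The number of reads that Supplementary Table S1 states per library lies between 2104979 and 11217431.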

The sRNome was extracted from the total as well as from ribosome-associated RNA pools from every sample collection time point per medium of growth and reverse transcribed into cDNA, leading to eight distinct libraries per RNA source (total or ribosome-associated), 16 in total (Figure 1a, Supplementary Table S1). 

### 2.2. STARPA Workflow

We developed a novel and universal pipeline, which we denoted STARPA, for the analysis of the sequencing data. STARPA fulfills requirements absent from existing tools, such as the capability to handle multiple cDNA libraries in a comparative way and the ability to identify potential RNA processing products that are supported by full length reads. STARPA was designed in a modular setup, allowing the application for various types of RNA sequencing data. The pipeline consists of seven steps (Figure 1b). Briefly, raw demultiplexed reads were first trimmed to remove adapters and low-quality nucleotides. Subsequently, trimmed reads were aligned to the *E. coli* reference genome. After alignment, reads were filtered to remove unaligned, mismatched, and nonspecific reads. Next, PE (paired-end) reads were converted to SE (single-end) reads to allow subsequent analysis by Flaimapper [38], which identifies processing products. To reduce redundancy, the identified RNA processing products were clustered by overlap and by genomic context. Following clustering, quantification was carried out and reported in a normalized manner as read per million of mapped reads (RPM) for the identified RNA processing products (Supplementary Tables S1 and S2). 

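The values analysed here are the authors' counts of reads per processing product in each library, without normalization, for 21976 products whose identifiers give strand, start and length on the E. coli K-12 MG1655 chromosome (RefSeq version NC_000913.2). To make them, the authors trimmed reads with Cutadapt, aligned them with Bowtie2, kept all best alignments, merged read pairs, identified products with Flaimapper and clustered them over all libraries. A read that mapped to several places gave 1 count at each place, and overlapping products can count the same read, so products from repeated genes such as those for rRNA and tRNA are uncertain as to their copy. RPM values were computed from the counts and from the number of mapped reads that the RPM values of Supplementary Table S1 imply, which was the same for every product of a library used for it (64 to 194 products with more than 50 counts). The mapped reads implied lay between 3897275 and 8749860 per library, and the summed counts were 0.317 to 1.91 times as many. At these depths, 3 counts, taken as the smallest number that can be told from 0, correspond to 0.343 to 0.77 RPM. Intervals and floors given with values cover counting error only, since reads without molecular identifiers are not independent molecules. Of the identifiers read from the sheets of Supplementary Table S1, 706 of the 916 with RPM values and 1540 of the 1999 with annotation are among the products counted. Start and end are given as in that table, in which the end minus the start is the length for 1999 of 1999 products.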

Aside from libraries of ribosome-associated RNA under MOPS conditions, all biological replicates displayed positive correlations (Supplementary Figure S1a,b).

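Across the 21976 products, the Pearson correlation of the RPM values of replicates 1 and 2 was 0.879 in exponential and 0.863 in stationary total RNA libraries of LB, and 0.910 and 0.927 in those of MOPS. Products are not independent replicates, and a few abundant products weigh heavily in these values. In the ribosome-associated RNA libraries, the correlation was 0.722 in LB exponential phase and 0.996 in LB stationary phase, but 0.335 in MOPS exponential phase and 0.441 in MOPS stationary phase. The alternative that moved the value most was the scale of log2(RPM + 1) in LB exponential and both MOPS ribosome-associated groups, and the rank correlation in the other 5 groups. On the scale of log2(RPM + 1), the MOPS ribosome-associated correlations were 0.838 in exponential phase and 0.837 in stationary phase, against 0.826 to 0.983 in the other 6 groups. Without the 10 most abundant products, the value for LB stationary ribosome-associated RNA was 0.664. The rank (Spearman) correlations were 0.723 and 0.4996 in the MOPS ribosome-associated libraries and between 0.584 and 0.740 in the other 6 groups.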

### 2.3. Overview of the Small E. coli Transcriptome

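Of the 21976 products counted, 21509 had at least 1 count in at least 1 of the 16 libraries. Between 13634 and 17969 products had a count in an exponential phase library. In the stationary phase, 3369 to 6146 products had a count in 7 of the 8 libraries, and 12085 in replicate 1 of the MOPS ribosome-associated RNA, whose replicate 2 had 4726.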

Our STARPA analysis identified 22,057 reads in total from all growth conditions and RNA pools. A read was kept if it possessed at least 10 reads per million in a single library, and as such, 12,933 distinct reads were retained after this initial filtering step (Supplementary Table S1). 

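With the RPM values described above, 4138 products reached at least 10 RPM in at least 1 of the 16 libraries. This number depends on what the minimum of 10 refers to: 14544 products had at least 10 counts in a library, the setting that moved it most. Per library, between 572 and 2468 products reached 10 RPM.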

Libraries were then grouped by origin (total RNA and ribosome-associated RNA libraries), and reads within the new grouping were further discarded if they did not fulfill the previous filtering criterion. 

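At least 10 RPM in at least 1 of the 8 libraries of an RNA source was reached by 3366 products in total RNA and by 2713 products in ribosome-associated RNA. Of these, 1941 passed in both sources, 1425 in total RNA only and 772 in ribosome-associated RNA only. When both replicates of a group had to reach 10 RPM, 1050 products passed in both sources.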

Interestingly, 1755 transcripts were captured by both total and ribosome-associated RNA libraries (Figure 2a, Supplementary Table S2). Furthermore, the majority of the sequenced transcripts from both libraries originated from intergenic or coding regions (Figure 2b), and the overall distribution of represented biotypes was very similar among the two conditions. 

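The biotypes read from Supplementary Tables S1 to S4 could be assigned to 2481 of the 3366 total RNA products (73.7%) and to 1894 of the 2713 ribosome-associated RNA products (69.8%). Assignment was by identifier or by an overlap of at least 50 percent on the same strand. For 62 and 89 of them, it was by a position within the range of 1 gene's annotated products. From Supplementary Table S1, 1999 products with annotation were read, fewer than the paper retained, so the missing annotation may come from the rows read. Because less than 80% of each set has an annotation here, a comparison of their biotype shares is void and no shares are given for them.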

To predict sRNAs involved in stationary phase biology, we conducted a differential expression analysis based on the captured reads per million from STARPA. 

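Here, the counts of stationary and exponential phase libraries were compared with edgeR's quasi-likelihood test, separately for total and ribosome-associated RNA. The 8 libraries of an RNA source entered 1 fit with 4 groups, because Supplementary Table S3 gives a product the same average level in both media of an RNA source. Library totals were the summed counts, scaled by TMM factors between 0.183 and 4.88. A product was counted as changed at a two-sided Benjamini-Hochberg adjusted p-value under 0.05, a threshold chosen here since the paper's text names none. The standard error printed with a log2 fold change is its size divided by the square root of the test statistic F and is approximate. The biological coefficient of variation was 0.754 in total RNA and 0.906 in ribosome-associated RNA. With 2 libraries against 2, the smallest two-sided p that an exact permutation test of one product allows is 0.333, so none is given. On simulated counts with 200 changed products, the test called 68% of them among the 3366 products of total RNA and 43.5% among the 2713 products of ribosome-associated RNA. The simulated changes were at least 4 in size on the log2 scale, as many up as down, and in 1 medium. In the total RNA data, most products were past the threshold and mostly lower, which was not simulated, so these shares hold for the simulated setting only. The median log2 fold change over all tested products was -4.57 in LB and -4.37 in MOPS for total RNA, and -2.18 in LB and -0.77 in MOPS for ribosome-associated RNA. Without TMM factors these medians were -6.60, -6.30, -4.24 and -2.82, so the size of a fold change depends on the scaling, and changes of single products are also given relative to the median. RPM values are per mapped read and carry no TMM factors. The ratio of 2 RPM values is therefore not the log2 fold change printed with them, and can be much smaller.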

Of relevant interest were candidates upregulated in stationary phase libraries. Differential sRNA expression analysis revealed a proportion of candidates upregulated in the stationary phase (Table 1, Supplementary Table S3). 

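In total RNA, 413 of 3366 products (12.3%) were upregulated in the stationary phase in LB and 421 (12.5%) in MOPS. In ribosome-associated RNA, 204 of 2713 products (7.5%) were upregulated in LB and 105 (3.9%) in MOPS. The smallest log2 fold change among them was 2.13 and 2.29 in total RNA of LB and MOPS, and 3.96 and 4.59 in ribosome-associated RNA. Both stationary phase libraries lay above both exponential phase libraries in RPM for 326 of the 413 products in LB total RNA, 396 of 421 in MOPS total RNA, 193 of 204 in LB ribosome-associated RNA and 92 of 105 in MOPS ribosome-associated RNA. Without TMM factors, 141 products were upregulated in LB and 182 in MOPS total RNA, and 51 and 10 in ribosome-associated RNA. Without a filter on low values, 702 products were upregulated in MOPS total RNA. For ribosome-associated RNA, the number moved by the largest ratio in LB without that filter, to 23, and in MOPS with only the 4 libraries of the comparison in the fit, to 0 (177 higher at an unadjusted p-value under 0.05). Libraries with the same replicate number deviated from their group means together in LB total RNA (correlation 0.163 across products) and MOPS ribosome-associated RNA (0.187). With the replicate number as a block, 450 products were upregulated in LB total RNA, 408 of the 413 among them, and 81 in MOPS ribosome-associated RNA, 77 of the 105 among them.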

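Downregulated products numbered 1851 of 3366 (55.0%) in LB and 1826 (54.2%) in MOPS for total RNA, and 416 of 2713 (15.3%) in LB and 135 (5.0%) in MOPS for ribosome-associated RNA. No significant change was found for 1102 products (32.7%) in LB total RNA, 1119 (33.2%) in MOPS total RNA, 2093 (77.1%) in LB ribosome-associated RNA and 2473 (91.2%) in MOPS ribosome-associated RNA. With the replicate number as a block, 2003 products were downregulated in LB total RNA and 86 in MOPS ribosome-associated RNA. Upregulated products made up 18.2% of the changed products in LB total RNA, but 6.0% without TMM factors and 7.8% with the mapped reads as totals. In MOPS total RNA their share was 18.7%, and 7.6% without TMM factors. In LB ribosome-associated RNA it was 32.9%, against 5.2% without TMM factors and 8.0% with the mapped reads as totals. In MOPS ribosome-associated RNA it was 43.8%, against 4.9% without TMM factors, 13.0% with the mapped reads as totals and 27.8% with DESeq2's size factors and test. Downregulated products outnumbered upregulated ones under these scalings, but not under every alternative in ribosome-associated RNA. With filterByExpr, 146 products were upregulated and 42 downregulated in LB and 56 and 21 in MOPS, without a filter 23 and 0 in LB (2550 lower at an unadjusted p-value under 0.05) and 7 and 1 in MOPS, and with 1 product per locus 95 and 74 in LB.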

The majority of the sRNome captured in our sequencing experiments remained unchanged in both the exponential and stationary phase (Table 1, Supplementary Figure S2a–d), and a larger proportion of the differentially expressed transcripts were downregulated in the stationary phase. 

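The 4 lists of upregulated products held 1143 entries. LB and MOPS total RNA alone shared 162 products, the 3 lists of LB total, MOPS total and LB ribosome-associated RNA shared 54 that were not in the fourth, and LB and MOPS ribosome-associated RNA alone shared 18. All 4 lists had 53 products in common, and between 5 and 100 under the alternatives, apart from fits of only the 4 libraries of a comparison, where it was 0.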

A portion of the 1267 predicted upregulated transcripts in the stationary phase overlapped between libraries (Figure 2c). As such, STARPA predicted 660 sRNAs to be upregulated in the stationary phase. 

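The union of the 4 lists held 651 products. Among the alternatives at this step, it held between 283 products, without TMM factors, and 981 products, without a filter on low values. With the replicate number as a block, 635 of the 651 products were upregulated in at least 1 comparison. Many of these products are nested or repeated: when only 1 product per locus was tested, the union held 339 products. In LB total RNA, 131 of the 413 upregulated products had the same counts in all 16 libraries as another product, as products from repeated genes do. The paper compares the growth phases within each medium and RNA source, joins the upregulated products of the 4 comparisons and takes this union as its predicted stationary phase sRNAs.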

Reads from similar libraries displayed segregated clustering (Supplementary Figure S2e,f). 

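In the multidimensional scaling of the total RNA libraries, each distance came from those of the 3366 products that differed most between a pair of libraries. The first dimension accounted for 64.7% of the variation in these distances, not of that in all products. It placed the 4 exponential phase libraries between 2.60 and 3.12 and the 4 stationary phase libraries between -3.04 and -2.85. The second dimension (11.5%) placed the stationary LB libraries at -1.58 and -1.39 and the stationary MOPS libraries at 1.78 and 1.33. In ribosome-associated RNA, the first dimension (47.4%) placed the exponential phase libraries between 2.03 and 2.38 and 3 of the 4 stationary phase libraries between -3.26 and -2.43. Replicate 1 of the MOPS stationary ribosome-associated RNA lay at -0.54 and its replicate 2 at -2.43. On the second dimension (18.7%), replicate 2 of the MOPS exponential ribosome-associated RNA lay at -3.09, while its replicate 1 lay at 0.45.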

Interestingly, the biotypes of the upregulated reads had different proportions than those in the total sRNA transcriptome (Supplementary Figure S3), with the majority derived from rRNA and tRNA regions in total RNA libraries and from coding regions in ribosome associated RNA libraries.

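Biotypes from the paper's tables could be assigned to 401 of the 413 upregulated products in LB total RNA, 414 of 421 in MOPS total RNA, and all 204 and 105 in LB and MOPS ribosome-associated RNA. In LB total RNA, 164 of the 401 (40.9%) derived from tRNA and 107 (26.7%) from rRNA, together 67.6% (95% Wilson interval 62.9% to 72.0%), and 58 (14.5%) from coding regions. In MOPS total RNA, 173 of 414 (41.8%) derived from tRNA and 122 (29.5%) from rRNA, together 71.3% (66.7% to 75.4%), and 60 (14.5%) from coding regions. In LB ribosome-associated RNA, coding regions gave 81 of 204 products (39.7%; 33.2% to 46.6%), and tRNA and rRNA gave 50 (24.5%) and 39 (19.1%), together 43.6%. In MOPS ribosome-associated RNA, coding regions gave 47 of 105 (44.8%; 35.6% to 54.3%), and tRNA and rRNA 15 (14.3%) and 30 (28.6%), together 42.9%. With 1 product per locus, the coding share of the ribosome-associated lists was 48.4% in LB and 51.6% in MOPS, and with DESeq2 31.7% and 31.9%. Their joint tRNA and rRNA share was 35.8% in LB and 33.9% in MOPS with 1 product per locus, and 55.0% and 59.5% with DESeq2. Which of the 2 shares is larger in these lists therefore depends on the setting. The joint tRNA and rRNA share of the LB total RNA list moved most with 1 product per locus, to 57.2%. Products of one gene overlap and repeated genes share reads, so the intervals treat products as more independent than they are.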

### 2.4. Validation of Selected Candidates

Deep sequencing of the small transcriptome of *E. coli* identified several small ncRNA candidates that were differentially expressed during the stationary phase compared to exponentially growing cells. 

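Of the upregulated products that Supplementary Table S3 lists by identifier, those among the products tested here numbered 265 of 393 for LB total RNA, 286 of 416 for MOPS total RNA, 203 of 273 for LB ribosome-associated RNA and 125 of 185 for MOPS ribosome-associated RNA. All of them were higher in the stationary phase here. Past the threshold of the quasi-likelihood test were 249 of the 265, 282 of the 286, 152 of the 203 and 77 of the 125, and of the likelihood ratio test, whose statistic that table reports, 265, 284, 203 and 125. The Pearson correlation across products between the paper's log2 fold changes and those computed here was 0.978 in both media for total RNA, 0.955 in LB ribosome-associated RNA and 0.938 in MOPS ribosome-associated RNA.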

Highly expressed candidates from the stationary phase samples (Supplementary Table S3) whose sequences mapped with defined read stacks on the reference genome were selected for subsequent experimental validation. Northern blot analyses confirmed the abundant expression of some candidates in the stationary phase (Figure 3a), belonging to distinct classes of identified transcripts. Interestingly, some of the top enriched stationary phase-specific sRNAs were tRNA-derived RNA fragments (tRFs). 

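The tRNA-derived fragments named in the paper include the 33-nt tRF trpT (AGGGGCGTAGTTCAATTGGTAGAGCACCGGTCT; on the plus strand within trpT), the 38-nt tRF LeuU (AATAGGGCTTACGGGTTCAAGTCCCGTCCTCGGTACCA; on the minus strand within leuU) and the 32-nt tRF Gly (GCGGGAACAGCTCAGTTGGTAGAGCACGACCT). The tRF Gly sequence occurs within glyV and glyX, and its reads cannot be assigned to one gene. In total RNA from LB, tRF LeuU rose from 1801 ± 401 RPM (SD, n = 2) in exponential phase to 64965 ± 9197 RPM (SD, n = 2) in stationary phase, a log2 fold change of 6.85 (standard error 1.23, quasi-likelihood adjusted p = 1.54e-06, and 4.29e-07 with the replicate number as a block). In MOPS it changed from 3830.0 ± 1282 RPM to 4843 ± 1004 RPM, a log2 fold change of 1.88 (standard error 0.982, quasi-likelihood adjusted p = 0.0780) that was -0.24 without TMM factors. The fragment tRF trpT rose from 224 ± 29.5 RPM to 16271 ± 9212 RPM in MOPS, a log2 fold change of 7.39 (standard error 1.29, quasi-likelihood adjusted p = 1.08e-06). In LB, tRF trpT had 1025 ± 1030.3 RPM and 3720.2 ± 3606 RPM, a spread between replicates about as large as the means. Its TMM-scaled log2 fold change was 3.99 (standard error 1.10, quasi-likelihood adjusted p = 0.00116, and 8.03e-04 with the replicate number as a block). Across the alternative settings it lay between 1.43 and 4.06. For tRF Gly counted at glyV, the log2 fold change was 3.99 (standard error 1.15, quasi-likelihood adjusted p = 0.00195, and 8.17e-04 with the replicate number as a block) in LB and 5.84 (standard error 1.26, quasi-likelihood adjusted p = 5.12e-05) in MOPS. Relative to the median of all total RNA products, these log2 fold changes were 11.42 and 6.25 for tRF LeuU in LB and MOPS, 8.57 and 11.76 for tRF trpT, and 8.56 and 10.21 for tRF Gly. In LB ribosome-associated RNA, the log2 fold changes were 4.03 (adjusted p = 0.0511) for tRF trpT, 2.71 (0.180) for tRF LeuU and 4.01 (0.0471) for tRF Gly, all from the quasi-likelihood test. In that from MOPS, none was past the threshold of the quasi-likelihood test, with log2 fold changes of 3.08 (adjusted p = 0.151, and 0.225 with the block) for tRF trpT, 0.18 (0.949 and 0.917, and a log2 fold change of -1.50 without TMM factors) for tRF LeuU and 3.71 (0.0967 and 0.0805) for tRF Gly.

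**Figure D1:**
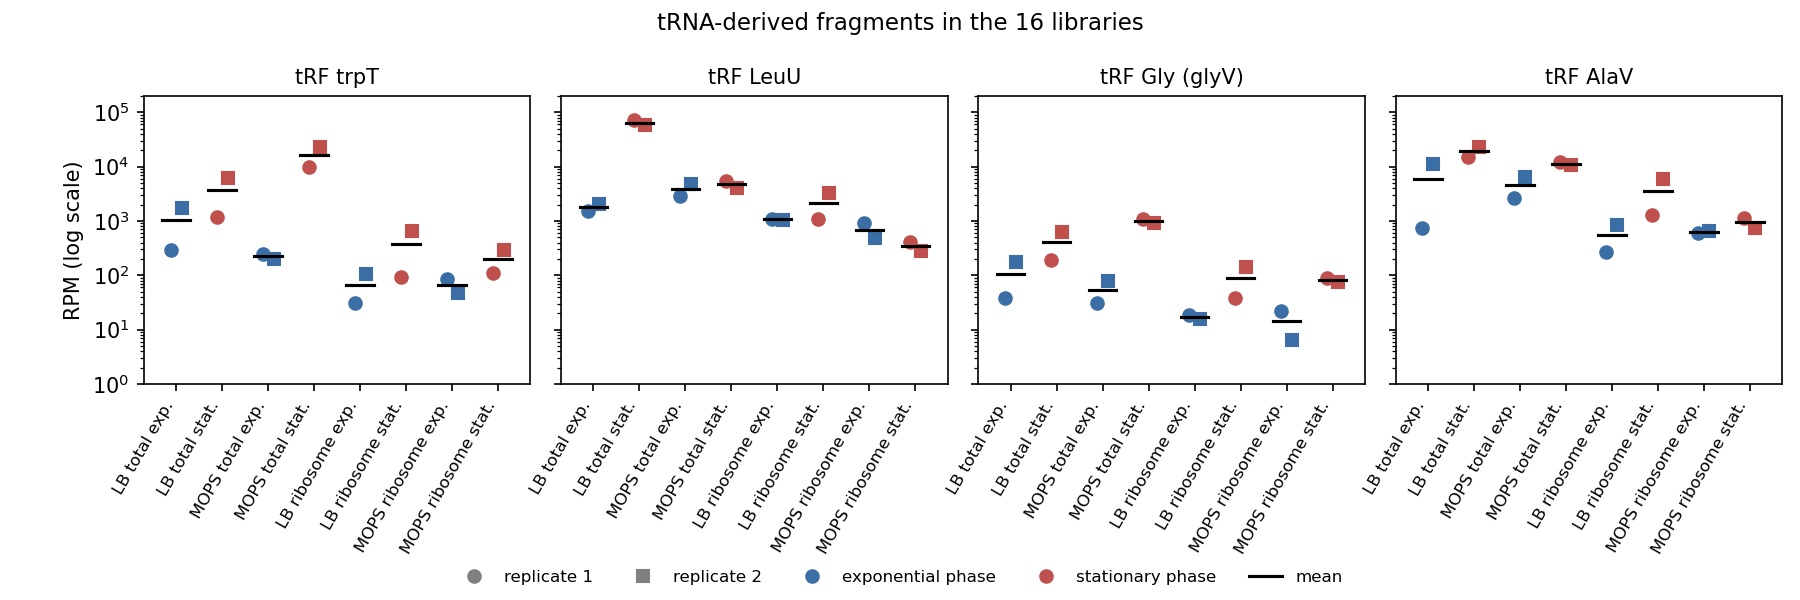
RPM (log axis) of 4 tRNA-derived fragments in the 16 libraries, by medium, RNA source and growth phase. Circles and squares are replicates 1 and 2, and black lines are the means of the 2 replicates. In LB total RNA, the stationary phase libraries of tRF LeuU lie at 71469 and 58462 RPM and the exponential phase libraries at 1518 and 2085.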

Northern blot analyses confirmed the enrichment of these transcripts in the stationary phase (Figure 3a and Figure 4a).

To validate enrichment of some transcripts in ribosome-associated libraries, northern blot analyses were carried out on RNA samples extracted from ribosome enriched pellets (P100) after ultracentrifugation and corresponding supernatant fractions (S100). As expected from the differential sRNA expression analyses, *sRNA_35* and *tRF^trpT^* were enriched in non-ribosomal fractions, whereas a *23S rRNA* fragment was abundantly retained in ribosome fractions in a growth phase-dependent manner. 

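In the sequencing libraries of stationary phase cells, the ribosome-associated RNA was compared with the total RNA of the same medium by the quasi-likelihood test over the 4138 products retained in either source. The median log2 ratio of ribosome-associated over total RNA was 0.61 in LB and 2.94 in MOPS. For sRNA_35, the log2 ratio was -3.93 (standard error 1.39, quasi-likelihood adjusted p = 0.0661, and 0.0327 with the replicate number as a block) in LB and -3.98 (standard error 1.39, quasi-likelihood adjusted p = 0.0278) in MOPS. For tRF trpT, it was -2.56 (standard error 1.31, quasi-likelihood adjusted p = 0.247, and 0.215 with the replicate number as a block) in LB and -5.46 (standard error 1.49, quasi-likelihood adjusted p = 0.00485) in MOPS. For the 23S rRNA fragment, it was -1.05 (standard error 1.25, quasi-likelihood adjusted p = 0.702, and 0.670 with the replicate number as a block) in LB and 0.07 (standard error 1.24, quasi-likelihood adjusted p = 1.00) in MOPS. Relative to the medians, the log2 ratios in LB and MOPS were -4.54 and -6.92 for sRNA_35, -3.17 and -8.40 for tRF trpT and -1.66 and -2.87 for the 23S rRNA fragment. The 2 ratios of the 23S rRNA fragment, -1.05 and 0.07, are not distinguishable from 0 here. Total RNA includes the ribosome-associated RNA, whereas the Northern blots compare the ribosome pellet with its supernatant. A ratio near 0 therefore does not show whether the fragment is retained in ribosome fractions. With the mapped reads as totals and no TMM factors, the ratios in MOPS were -4.68 for sRNA_35 and -6.33 for tRF trpT, and that of the 23S rRNA fragment was -0.66. In LB, this scaling gave -4.89 for sRNA_35, -3.33 for tRF trpT and -2.45 for the 23S rRNA fragment. None of these LB ratios was past the threshold (quasi-likelihood adjusted p = 0.138, 0.241 and 0.385). The correlation of the deviations of same-numbered libraries across products was 0.248 for this comparison in LB.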

Overall, tRFs appeared to be predominately non-ribosome bound in *E. coli* (Figure 3b and Figure 4b). 

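Among the upregulated products with an annotation, coding regions accounted for more products in the LB ribosome-associated RNA (81) than in the LB total RNA (58), although the list was shorter, and for 47 in the MOPS ribosome-associated RNA against 60 in the MOPS total RNA. Coding-derived products held few of the counts: between 0.1% and 0.19% of the counts in the stationary total RNA libraries, 0.19% and 0.68% in the LB stationary ribosome-associated RNA libraries, and 2.09% and 0.5% in those of MOPS. Among the downregulated products, 67.4% or fewer have an annotation here, so no coding share is given for them.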

Our sequencing results showed that a large subset of differentially expressed sRNA derive from mRNA coding regions (Figure 2b, Supplementary Figure S3). To test if these mRNA-derived fragments were real sRNA candidates and did not represent mere cDNA library artifacts, quantitative real-time PCR analyses were performed with size-extracted RNA. This analysis showed that fragments deriving from *dps, bolA, osmE,* and *yhfg* coding regions were enriched in stationary phase in total RNA samples (Figure 3c). All four predicted sRNAs were differentially expressed in ribosome-associated libraries according to our analysis (Supplementary Table S3), but only *sRNA_osmE* appeared to be slightly enriched in P100 samples in our RT-qPCR analysis (Figure 3c). 

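In ribosome-associated RNA from LB, sRNA_dps (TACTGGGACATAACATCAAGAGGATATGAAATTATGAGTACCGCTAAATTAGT; on the minus strand) rose from 0.610 ± 0.298 RPM (SD, n = 2) to 114 ± 76.4 RPM (SD, n = 2), a log2 fold change of 9.25 (standard error 2.00, quasi-likelihood adjusted p = 5.57e-04). The product sRNA_bolA (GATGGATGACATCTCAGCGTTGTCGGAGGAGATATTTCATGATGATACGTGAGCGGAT; on the plus strand) rose from 0.892 ± 0.132 RPM to 33.3 ± 16.0 RPM, a log2 fold change of 7.04 (standard error 1.81, quasi-likelihood adjusted p = 0.00498), and sRNA_osmE (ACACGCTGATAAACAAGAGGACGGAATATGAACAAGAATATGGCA; on the minus strand) from 12.0 ± 0.384 RPM to 223 ± 157 RPM, a log2 fold change of 5.92 (standard error 1.73, quasi-likelihood adjusted p = 0.0131). For sRNA_yhfg (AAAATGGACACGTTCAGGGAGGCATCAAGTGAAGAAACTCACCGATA; on the minus strand), the exponential phase libraries held 0 and 2 counts and the stationary phase libraries 187 and 205, so that its level was at least 220.9-fold higher in TMM-normalized counts (adjusted p = 5.25e-04, quasi-likelihood test), a log2 bound of 7.79 that was 5.44 without TMM factors. In MOPS ribosome-associated RNA, the log2 fold changes were 5.06 (standard error 1.64, quasi-likelihood adjusted p = 0.0351, and 0.0337 with the replicate number as a block) for sRNA_dps, 4.03 (standard error 1.56, quasi-likelihood adjusted p = 0.0761, and 0.0951 with the replicate number as a block) for sRNA_bolA, 1.79 (standard error 1.44, quasi-likelihood adjusted p = 0.379, and 0.480 with the replicate number as a block) for sRNA_osmE and 4.97 (standard error 1.64, quasi-likelihood adjusted p = 0.0358, and 0.0521 with the replicate number as a block) for sRNA_yhfg. The last of these passed the threshold only without the block, and sRNA_osmE changed its sign between the replicates, with log2 changes of 2.41 and -0.71. Its log2 fold change in MOPS ribosome-associated RNA was also -0.18 without TMM factors. In total RNA, sRNA_dps rose with log2 fold changes of 4.35 (standard error 1.35, quasi-likelihood adjusted p = 0.00386, and 7.79e-04 with the replicate number as a block) in LB and 5.21 (standard error 1.39, quasi-likelihood adjusted p = 8.54e-04) in MOPS. These rises rest on few counts, 0 and 8 in exponential and 24 and 17 in stationary LB, and 1 and 6 against 75 and 19 in MOPS. Its highest level in total RNA was 11.3 RPM, in replicate 1 of stationary MOPS. The LB log2 fold change lay between 3.23 and 7.93 when 1 library was left out. For sRNA_osmE, the total RNA log2 fold changes were 1.71 (standard error 1.16, quasi-likelihood adjusted p = 0.175, and 0.115 with the replicate number as a block) in LB, reversed to -0.87 without TMM factors, and -1.43 (standard error 1.16, quasi-likelihood adjusted p = 0.251) in MOPS. In total RNA, sRNA_bolA and sRNA_yhfg were below the minimum of 10 RPM and not tested, with means of 0.826 and 0.550 RPM in exponential and stationary LB and 1.20 and 1.29 RPM in MOPS for sRNA_bolA, and 0.242 and 0.814 RPM in LB and 0.522 and 0.452 RPM in MOPS for sRNA_yhfg. Replicate 1 of the MOPS stationary ribosome-associated RNA, which held 176 RPM of sRNA_dps against 11.5 in replicate 2, is the library with the highest number of products among the stationary phase libraries.

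**Figure D2:**
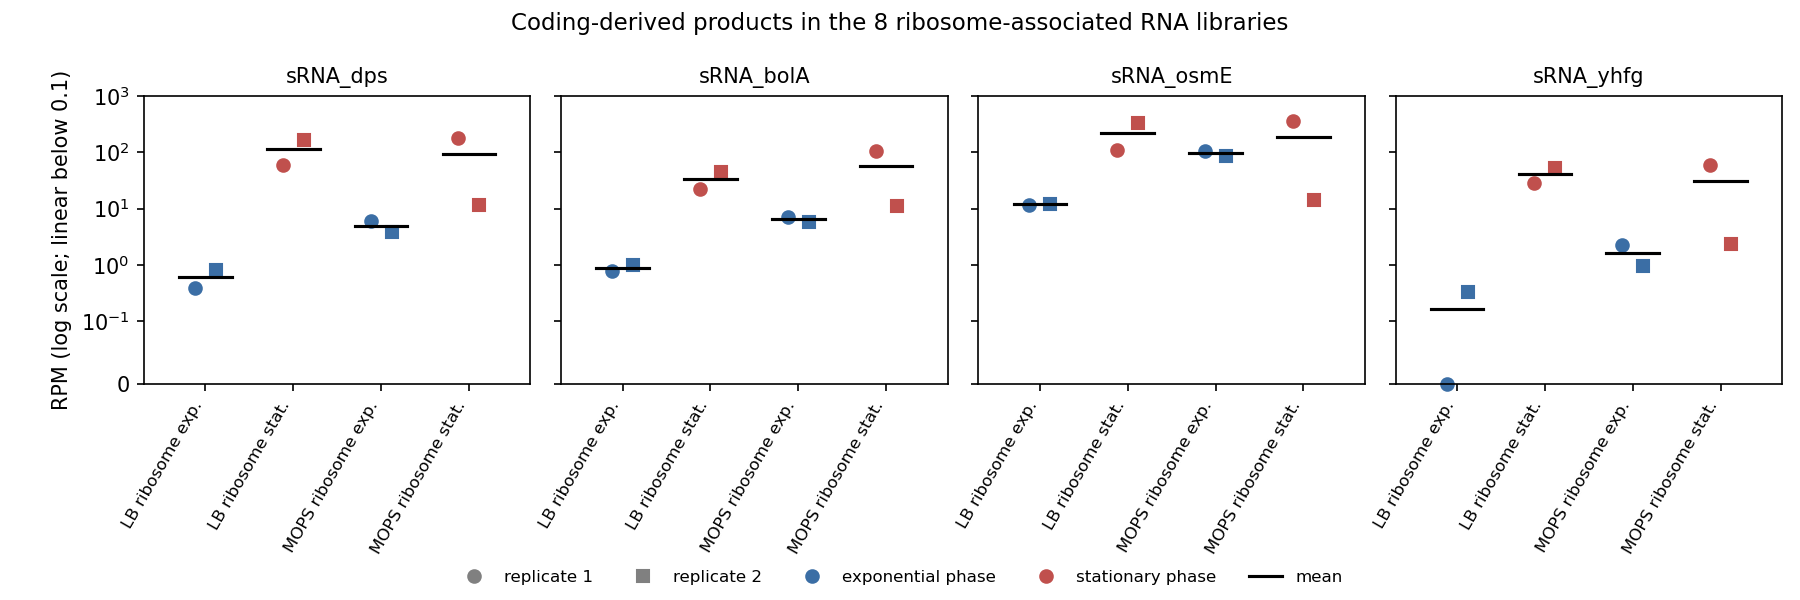
RPM of 4 coding-derived products in the 8 ribosome-associated RNA libraries, on an axis that is logarithmic above 0.1 and linear below it. Circles and squares are replicates 1 and 2, and black lines are the means of the 2 replicates. The stationary phase replicates in LB lie above those in exponential phase for each product, while for sRNA_osmE in MOPS replicate 1 lies at 367 RPM and replicate 2 at 14.2 RPM.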

In summary, experimental expression profile analyses of selected sRNA candidates captured during exponential growth or in stationary phase largely confirm the differential sRNA expression seen in our sequencing library analyses, thus highlighting the applicability of the novel STARPA biocomputational tool.

We next wondered if these stationary phase-specific sRNAs had physiological roles. We picked *sRNA_35* because of its high abundance (Figure 3a, Supplementary Table S3) for our preliminary analysis. 

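The product sRNA_35 (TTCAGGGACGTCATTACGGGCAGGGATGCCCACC) is 34 nt long, lies on the plus strand of the chromosome, and is annotated as intergenic in the paper's tables. In LB total RNA it had 49.7 and 259 RPM in the exponential phase replicates and 14328 and 13099 RPM in the stationary phase replicates. Its log2 fold change was 8.58 (standard error 1.35, quasi-likelihood adjusted p = 4.25e-08, and 1.10e-08 with the replicate number as a block), and 13.15 relative to the median of all products. It ranked 37th by log2 fold change among the products tested in LB total RNA. In total RNA from MOPS it rose from 1149 ± 56.4 RPM (SD, n = 2) to 4057 ± 1994 RPM (SD, n = 2), a log2 fold change of 3.26 (standard error 1.06, quasi-likelihood adjusted p = 0.00561). In ribosome-associated RNA its stationary phase level was 464 ± 337 RPM in LB and 158 ± 50.1 RPM in MOPS, with log2 fold changes of 4.78 (standard error 1.67, quasi-likelihood adjusted p = 0.0326) and 2.12 (standard error 1.48, quasi-likelihood adjusted p = 0.304, and 0.412 with the replicate number as a block). The MOPS ribosome-associated difference was not past the threshold and no larger than the spread of the replicates, whose log2 changes were 0.39 and 4.18. With each replicate left out in turn, the log2 fold change stayed between 7.75 and 9.13 in LB total RNA and between 2.27 and 3.99 in MOPS total RNA. Across the alternative settings it lay between 6.10 and 8.68 in LB total RNA, lowest without TMM factors, and between 1.27 and 3.53 in MOPS total RNA. The paper picks sRNA_35 for its functional analysis because of this abundance.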

To evaluate the potential importance of *sRNA_35* in the stationary phase, we overexpressed the sRNA in the exponential phase of growth, when the sRNA were typically absent. For this, the sequence of the sRNA was introduced into pBbE6k plasmid (Figure 5a), and the sRNA were overexpressed in the exponential phase along a control spacer sequence. Overexpression of *sRNA_35* in the exponential phase was far more potent than its canonical expression in the stationary phase (Figure 5b), showing that the overexpression experiment was successful. *sRNA_35* overexpression in the exponential phase led to the upregulation of the RNA polymerase alternative sigma factor rpoS to similar levels typically only observed in the stationary phase (Figure 5c). Overexpression of a spacer sequence as control did not influence *rpoS* mRNA levels, thus highlighting the specificity of the observed effects. These pilot experiments suggest that sRNAs expressed in the stationary phase and predicted by our biocomputational analysis likely contain meaningful candidates in the context of stationary phase biology and thus can possess roles in bacterial dormancy that are yet to be deciphered. 

## 3. Discussion

Previous whole transcriptome high-throughput sequencing studies gave rise to a plethora of new data and enabled mapping of several previously uncharacterized RNA species. Several of these newly identified transcripts have been shown to play regulatory roles governing gene expression, with versatile mechanisms affecting post-transcriptional and translational events in all three domains of life. In bacteria, the ever-increasing repertoire of sRNAs positions these short transcripts in complex networks regulating virtually all bacterial processes, including stationary phase, nutritional stress, and virulence [39]. Our deep sequencing analysis of the small transcriptome of *E. coli* in exponential and stationary phases added to this repertoire of bacterial sRNAs, identifying several small ncRNAs differentially expressed during the stationary phase. These stationary phase-specific RNA molecules identified herein are prime candidates for so far unknown sRNAs potentially governing stationary phase regulatory networks. Based on these findings, subsequent dedicated experimental work is required to unravel whether or not these sRNA candidates indeed represent functional ribo-regulators of stationary phase *E. coli* and/or persister cell formation.

Prediction of processing products: Several existing biocomputational tools allow the prediction and identification of RNA processing products from sequencing data. Our previously established APART pipeline [40] allows the identification of RNA processing products through the detection of sharp increases and decreases in read coverages (Figure 6a). This identification strategy might lead to the prediction of RNA species that are not supported by existing reads and overlook existing processing products. STARPA uses Flaimapper [38] for processing product annotation, which overcomes the mentioned limitations. However, in Flaimapper, peak detection on 5′ and 3′ end densities allows the mapping of processing products (Figure 6b). Nevertheless, by this approach, overlapping processing products can be overlooked. To overcome this limitation, STARPA segregates reads by size first and then employs Flaimapper for peak identification (Figure 6c). Furthermore, because Flaimapper is only compatible with SE (single-end) reads, STARPA converts PE (paired-end) reads to pseudo-SE reads (Figure 1b). This approach allows STARPA to be compatible with both SE and PE reads, reducing the complexity of the pipeline by employing the same downstream workflow. Furthermore, within the quantification step of STARPA, several statistics can be collected for predicted sRNAs, such as relative coverage, coverage at single position level, consensus sequence, quality of consensus sequence, and uniqueness (Supplementary Table S1). 

### 3.1. sRNAs in Stationary Phase Biology

Our work highlighted several sRNAs as potential regulators of stationary phase biology (Figure 2c). The number of differentially expressed sRNAs was higher than our initial prediction. In fact, several sRNAs candidates predicted to be deriving from coding regions were not detected in Nnorthern blot analyses (data not shown). Using a more stringent cutoff level for read counts may better recapitulate stationary phase enriched sRNAs. Within the top upregulated sRNAs, several candidates were validated by Nnorthern blot analyses (Figure 3a and Figure 4a), suggesting that our biocomputational analysis captured the status quo of these transcripts in the stationary phase. 

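With products of at least 10 counts in at least 1 library in place of 10 RPM, 12192 products were tested in total RNA and 9543 in ribosome-associated RNA by the quasi-likelihood test. At this lower cutoff, 1126 products were upregulated in the stationary phase in at least 1 of the 4 comparisons, of which 595 were also upregulated at 10 RPM. The 18-nt product sRNA_yhfk lies on the plus strand and had 0 and 1 counts in the exponential phase and 4 and 15 counts in the stationary phase LB total RNA libraries. Its exponential phase counts are at or below the 3 counts that can be told from 0, and its adjusted p-value in LB total RNA was 0.00489. It had no count in MOPS total RNA or in any ribosome-associated RNA library.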

By lowering the cutoff levels, we captured 1199 differentially expressed sRNAs in the stationary phase (Supplementary Table S4), of which the mRNA-derived *sRNA_yhfk* was confirmed by Northern blot analysis (Supplementary Figure S4). However, *sRNA_yhfk* was lost from our analysis with the currently used more stringent cutoff. 

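The highest level of sRNA_yhfk was 2.64 RPM, in replicate 2 of the LB stationary total RNA, and replicate 1 had 0.527 RPM, where 3 counts correspond to 0.396 RPM. The minimum of 10 RPM therefore leaves it out of every comparison.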

One potential solution to this problem is to add an extra step in STARPA, whereby reads are further segregated into new categories based on their biotype and then analyzed separately. 

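Products annotated as rRNA held between 4.05% and 20.4% of the counts in the 8 total RNA libraries, and those from coding regions between 0.1% and 2.79%. In the 8 ribosome-associated RNA libraries, rRNA products held between 22.75% and 89.24% and coding products between 0.19% and 6.94%. The rRNA share was highest in the LB stationary ribosome-associated RNA, with 89.24% in replicate 1 and 66.25% in replicate 2. A pair of 78-nt products from 16S rRNA genes alone held 80.38% and 53.24% of the counts there, against 0.14% and 0.2% in LB exponential ribosome-associated RNA. Products from tRNA held 66.78% to 88.92% of the counts in total RNA libraries. A read of a repeated gene counts once for each copy.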

For instance, reads deriving from rRNA regions are much more abundant than those derived from coding regions, and as such, a higher threshold for the former can be employed, and lower thresholds can be used for the latter. 

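Of the 651 products upregulated in at least 1 comparison, 327 were upregulated in exactly 1 comparison, 209 in 2 and 62 in 3. Those in exactly 1 comparison comprised 120 in LB total RNA, 133 in MOPS total RNA, 58 in LB ribosome-associated RNA and 16 in MOPS ribosome-associated RNA. A product past the threshold in only 1 comparison is not thereby shown to differ from the others. Tested directly, the growth phase effect differed between the media for 29 products in total RNA and 3 in ribosome-associated RNA, and between the RNA sources for 137 products in MOPS and 0 in LB (473 at an unadjusted p-value under 0.05). Without TMM factors, these numbers were 1, 0 (176 at an unadjusted p-value under 0.05), 0 (466) and 0 (228). With the replicate number as a block, they were 54, 2, 262 and 8.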

Predicted sRNAs differed between libraries with some overlap (Figure 2c), suggesting that these upregulated sRNAs belong to different classes of regulatory sRNA and may thus employ distinct mechanisms of action to establish or aid entry into the stationary phase. 

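The ssrA products with the highest mean RPM in Supplementary Table S3 were a 27-nt (GGGGCTGATTCTGGATTCGACGGGATT) and a 24-nt product that start at the same base (from 2753614 to 2753641 on the plus strand and from 2753614 to 2753638 within ssrA). In ribosome-associated RNA, the 27-nt product had 98.2 ± 20.7 RPM (SD, n = 2) in exponential and 503 ± 584 RPM (SD, n = 2) in stationary phase in LB. Its stationary phase replicates were at 90.0 and 916 RPM, and the log2 fold change of 3.78 (standard error 1.59, quasi-likelihood adjusted p = 0.0627) was not past the threshold of the quasi-likelihood test. With the likelihood ratio test, its adjusted p-value was 0.0260. Its log2 fold change in MOPS ribosome-associated RNA was 0.75 (standard error 1.43, quasi-likelihood adjusted p = 0.732, and 0.751 with the replicate number as a block), and -1.39 without TMM factors. In total RNA, the 27-nt product rose with log2 fold changes of 3.69 (standard error 1.16, quasi-likelihood adjusted p = 0.00416, and 0.00152 with the replicate number as a block) in LB and 2.55 (standard error 1.10, quasi-likelihood adjusted p = 0.0341) in MOPS. The MOPS total RNA value lay between 0.13 and 2.83 across the alternative settings. In RPM, replicate 1 rose there from 78.2 to 412, while replicate 2 fell from 276 to 181. The 24-nt product rose in LB total RNA with a log2 fold change of 3.28 (standard error 1.15, quasi-likelihood adjusted p = 0.00988, and 0.00463 with the replicate number as a block), and had log2 fold changes of 1.03 (adjusted p = 0.605) and 0.10 (adjusted p = 0.966) in LB and MOPS ribosome-associated RNA, both negative without TMM factors (-1.17 and -2.08). Its log2 fold change in MOPS total RNA was 2.08 (standard error 1.10, quasi-likelihood adjusted p = 0.0802), and -0.46 without TMM factors. Relative to the median of all ribosome-associated products, the 27-nt product changed by 5.96 in LB and 1.53 in MOPS, and the 24-nt product by 3.21 and 0.87.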

Our ribosome-associated sRNA libraries reported enrichment of *ssrA* RNA that acted as tmRNA to release stalled ribosomes, a process more likely to occur upon nutritional starvation in the stationary phase [41]. As such, the upregulation of *ssrA* in the stationary phase is crucial for bacterial survival under challenging environmental conditions. These same sRNA libraries predicted the enrichment of a *16S rRNA* fragment in the stationary phase (FM_-NC_000913.2_3426703_81, Supplementary Table S3). 

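The 81-nt product of this identifier was not analysed here. Among the products analysed, a 78-nt product from 16S rRNA (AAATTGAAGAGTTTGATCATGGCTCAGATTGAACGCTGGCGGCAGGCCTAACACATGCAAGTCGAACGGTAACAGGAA), counted at rrsH, was among the largest rises in LB ribosome-associated RNA. It went from 518 ± 61.5 RPM (SD, n = 2) to 412240.2 ± 141461 RPM (SD, n = 2), a log2 fold change of 11.89 (standard error 3.02, quasi-likelihood adjusted p = 0.00428). In MOPS ribosome-associated RNA it went from 990.3 ± 346 RPM to 37667 ± 17249 RPM, a log2 fold change of 6.74 (standard error 2.46, quasi-likelihood adjusted p = 0.0607, and 0.0977 with the replicate number as a block). In total RNA, its log2 fold changes were 8.73 (standard error 1.33, quasi-likelihood adjusted p = 1.48e-08, and 5.82e-09 with the replicate number as a block) in LB and 6.03 (standard error 1.18, quasi-likelihood adjusted p = 1.08e-05) in MOPS. Reads of a sequence shared by several 16S rRNA genes count at each copy. Across the alternative settings, its log2 fold change lay between 9.11 and 12.44 in LB ribosome-associated RNA.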

We have previously demonstrated that this rRNA fragment is the result of *16S rRNA* cleavage specific to the stationary phase and that the 30S small ribosome subunits carrying the fragmented *16S rRNA* translate less efficiently than their exponential phase-derived counterparts [42]. Consequently, this reported processing product could represent a signal of ribosome shutdown in the stationary phase. Similarly, our analysis reported an abundant *23S rRNA* fragment in the stationary phase (Figure 3a), whose function remains unknown, along with other rRNA-derived and ribosome-associated sRNAs predicted by STARPA (Figure 2c, Supplementary Table S3). These sRNAs might be signals of processing events in broader physiological responses and not regulatory sRNAs in themselves, such as the characterized *16S rRNA* fragment. However, several of these processing products enriched in ribosome-associated sRNA libraries did not derive from abundant rRNA transcripts (Supplementary Figure S3). This suggests that these molecules were protected from degradation by binding the ribosome [32] and may thus act as rancRNAs. 

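The 40-nt 23S rRNA fragment (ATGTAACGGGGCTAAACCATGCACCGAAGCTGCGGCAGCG) lies on the plus strand within rrlC, and 1 other product has the same counts in all 16 libraries. It rose in each of the 4 comparisons. In total RNA it went from 60.0 ± 65.7 RPM (SD, n = 2) to 9740.1 ± 10456 RPM (SD, n = 2) in LB, a log2 fold change of 9.55 (standard error 1.42, quasi-likelihood adjusted p = 7.64e-09, and 9.15e-09 with the replicate number as a block), with stationary phase replicates at 17134 and 2346 RPM. In MOPS total RNA it went from 29.8 ± 0.545 RPM to 1579 ± 527 RPM, a log2 fold change of 7.17 (standard error 1.28, quasi-likelihood adjusted p = 1.87e-06). In ribosome-associated RNA it reached 1783 ± 305 RPM in LB and 1002 ± 357 RPM in MOPS, with log2 fold changes of 7.29 (standard error 1.99, quasi-likelihood adjusted p = 0.00792) and 5.73 (standard error 1.85, quasi-likelihood adjusted p = 0.0345, and 0.0299 with the replicate number as a block). Across the alternative settings, its lowest log2 fold changes were 7.02 and 5.17 in LB and MOPS total RNA and 4.15 and 4.03 in LB and MOPS ribosome-associated RNA.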

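Besides products from rRNA, tRNA and coding regions, the upregulated ribosome-associated products comprised 16 intergenic products, 13 from ncRNA genes, 4 from repeats and 1 from a pseudogene in LB, and 5, 4, 3 and 1 in MOPS.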

While rancRNAs are poorly characterized in bacteria, very recently, an antitoxin RNA has been identified as rancRNA in *Staphylococcus aureus* that downregulates global protein synthesis by affecting tRNA binding, which, in turn, promotes persister cell formation [43]. As such, our enriched ribosome-associated sRNAs could play similar roles in dimming translation, a critical process for establishing and maintaining bacterial stationary phase. 

Our analysis also reported previously characterized sRNAs with important roles in the stationary phase, particularly enriched in total RNA libraries. For instance, and not so surprisingly, our differential sRNA analysis positioned *6S RNA* as one of the most enriched sRNAs in the stationary phase (Supplementary Table S3). 

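The gene of 6S RNA, ssrS, gave the product with the largest log2 fold change of LB total RNA, a 109-nt product from 3054077 to 3054186 on the plus strand. It went from 2.01 ± 0.809 RPM (SD, n = 2) to 1648 ± 1175 RPM (SD, n = 2), a log2 fold change of 11.45 (standard error 1.58, quasi-likelihood adjusted p = 1.13e-09, and 4.02e-11 with the replicate number as a block). In MOPS total RNA it went from 1.63 ± 0.437 RPM to 154 ± 55.6 RPM, a log2 fold change of 7.78 (standard error 1.38, quasi-likelihood adjusted p = 1.66e-06). The ssrS products with the highest mean RPM in Supplementary Table S3, of 31 and 39 nt, both start at 3054005 on the same strand. The 31-nt product (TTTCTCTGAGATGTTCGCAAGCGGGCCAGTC) reached 3328 ± 119 RPM in stationary LB total RNA, with a log2 fold change of 3.60 (standard error 1.10, quasi-likelihood adjusted p = 0.00325, and 0.00161 with the replicate number as a block). In MOPS total RNA it reached 1237 ± 631 RPM, with a log2 fold change of 2.20 (standard error 1.04, quasi-likelihood adjusted p = 0.0503) that was -0.01 without TMM factors. This change was not past the threshold of the quasi-likelihood test without a block. It was past it with the replicate number as a block (adjusted p = 0.0429) and with the likelihood ratio test (0.0343). The 39-nt product rose in total RNA with log2 fold changes of 4.86 (standard error 1.19, quasi-likelihood adjusted p = 3.00e-04, and 9.35e-05 with the replicate number as a block) in LB and 3.22 (standard error 1.10, quasi-likelihood adjusted p = 0.00820) in MOPS. The LB ribosome-associated log2 fold changes of the 31-nt and 39-nt products were 3.73 (standard error 1.56, quasi-likelihood adjusted p = 0.0620) and 7.88 (standard error 2.06, quasi-likelihood adjusted p = 0.00613). From MOPS, they were 0.41 (standard error 1.40, quasi-likelihood adjusted p = 0.858, and 0.934 with the replicate number as a block) and 2.54 (standard error 1.62, quasi-likelihood adjusted p = 0.254, and 0.236 with the replicate number as a block), and that of the 31-nt product was -1.61 without TMM factors. For the 109-nt product, the ribosome-associated log2 fold changes were 8.21 (standard error 1.90, quasi-likelihood adjusted p = 0.00139) in LB and 4.02 (standard error 1.58, quasi-likelihood adjusted p = 0.0829, and 0.227 with the replicate number as a block) in MOPS, the latter between -0.57 and 5.68 when 1 library was left out. Relative to the median of all LB total RNA products, the 109-nt, 31-nt and 39-nt products changed by 16.03, 8.17 and 9.43 on the log2 scale.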

*6S RNA* directly associates with RNA polymerase and its sigma factor 70, σ^70^, following its accumulation in the stationary phase and guides the downregulation of several σ^70^-dependent promoters [44], a process coupled to the upregulation of RpoS-dependent transcripts. Furthermore, 6S RNA regulates the expression of several genes involved in metabolism [45], positioning this sRNA as a key regulator in establishing and maintaining bacterial dormancy. *sibC* is a cis-acting sRNA encoded antisense to its target mRNA *ibsC* coding for a toxin protein that is primarily involved in growth arrest [46]. 

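Of the sibC products, a 40-nt one (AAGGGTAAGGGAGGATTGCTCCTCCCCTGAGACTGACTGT; from 3054872 to 3054912 on the plus strand) rose in LB total RNA from 5.77 ± 7.15 RPM (SD, n = 2) to 12.4 ± 0.395 RPM (SD, n = 2), a log2 fold change of 3.36 (standard error 1.25, quasi-likelihood adjusted p = 0.0144, and 0.00211 with the replicate number as a block). Its exponential phase replicates had 4 and 67 counts and its stationary phase replicates 92 and 72. In MOPS total RNA, its log2 fold change was -1.11 (standard error 1.21, quasi-likelihood adjusted p = 0.397). A 19-nt product (AGTAAGGGTAAGGGAGGAT; from 3054869 to 3054888 on the plus strand) had 2 and 1 counts in exponential and 63 and 64 counts in stationary MOPS total RNA, at least 43.2-fold higher in TMM-normalized counts (adjusted p = 1.59e-04, quasi-likelihood test). Its counts in LB total RNA were 0 and 27 in exponential and 21 and 18 in stationary phase, with a log2 fold change of 2.74 (standard error 1.25, quasi-likelihood adjusted p = 0.0432, and 0.0138 with the replicate number as a block). In ribosome-associated RNA, the 19-nt product had 0 and 0 counts in exponential and 16 and 13 in stationary phase in LB, at least 16.9-fold higher in TMM-normalized counts (adjusted p = 0.00677, quasi-likelihood test). In MOPS these counts were 3 and 2 against 23 and 89, at least 44.9-fold higher in TMM-normalized counts (adjusted p = 0.0249, and 0.0506 with the replicate number as a block, quasi-likelihood test). This bound, 5.49 on the log2 scale, holds for the group means only. The log2 changes of replicates 1 and 2 were 3.79 and 6.61, and the log2 fold change lay between 3.77 and 6.93 when 1 library was left out. Across the alternative settings, the log2 fold change in LB total RNA lay between 0.04 and 2.87 for the 19-nt product. For the 40-nt product, it lay between 0.71 and 3.61 there. Without TMM factors, the log2 bounds for the 19-nt product fell from 5.43 to 3.45 in MOPS total RNA, from 4.08 to 1.62 in LB and from 5.49 to 2.96 in MOPS ribosome-associated RNA. These levels are low, and the 40-nt product was below 10 RPM in every ribosome-associated RNA library.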

The downregulation of the *ibsC*-encoded toxin expression in the stationary phase is coupled to the upregulation of the sRNA [47]. This growth-phase dependent expression of *sibC* remains poorly understood. *ChiX* is a trans-acting sRNA that strictly relies on Hfq to downregulate the expression of its targets in the stationary phase [48,49]. 

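In LB total RNA, a 65-nt chiX product (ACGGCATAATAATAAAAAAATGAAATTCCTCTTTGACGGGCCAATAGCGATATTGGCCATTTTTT; from 506445 to 506510 on the plus strand) rose from 0.979 ± 1.13 RPM (SD, n = 2) to 292 ± 76.3 RPM (SD, n = 2), a log2 fold change of 10.27 (standard error 1.59, quasi-likelihood adjusted p = 2.41e-08, and 1.11e-09 with the replicate number as a block), and in MOPS total RNA from 1.70 ± 1.03 RPM to 26.7 ± 13.4 RPM, a log2 fold change of 5.47 (standard error 1.31, quasi-likelihood adjusted p = 2.31e-04). A 42-nt product that overlaps it (from 506469 to 506511 on the plus strand) had 6.20 ± 6.99 RPM in exponential and 7.62 ± 2.94 RPM in stationary LB total RNA. Its log2 fold change of 2.48 (standard error 1.21, quasi-likelihood adjusted p = 0.0573, and 0.0138 with the replicate number as a block) was past the threshold with the block and with the likelihood ratio test (adjusted p = 0.0428), but not with the quasi-likelihood test without a block, and was -0.11 without TMM factors. From MOPS, the 42-nt product had a log2 fold change of -1.93 (standard error 1.25, quasi-likelihood adjusted p = 0.156). In ribosome-associated RNA, its log2 fold changes were -1.22 (standard error 1.64, quasi-likelihood adjusted p = 0.592) in LB and -4.26 (standard error 1.73, quasi-likelihood adjusted p = 0.0901, and 0.226 with the replicate number as a block) in MOPS.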

As our analysis captured several sRNAs with diverse regulatory mechanisms, we also predicted that the so-far uncharacterized portion of this sRNome could potentially be functional in the stationary phase. Out of the sRNA candidates that we validated experimentally, we also noted that the abundant *sRNA_35* (Figure 3a) appeared to play a role in the stationary phase. Its overexpression is coupled to the upregulation of *rpoS* (Figure 6c), a process innate to stationary phase [8] when it regulates transcription of about 500 stationary phase genes [50]. RpoS is not only known as a master regulator of general stress response in bacteria but its upregulation has also been connected to elevated persister cell formation [9,10]. While it is not clear if our observed up-regulation of *rpoS* was direct or indirect, *sRNA_35* appeared to be a functional stationary phase-specific sRNA with a role yet to be unraveled. More dedicated experimental work is required to gain functional insight into the roles of this and other sRNAs identified in this study. 

### 3.2. tRF Enrichment in Stationary Phase

Interestingly, several tRNA-derived RNA fragments (tRFs) were enriched in the stationary phase (Figure 3a and Figure 4a). Recently, tRFs have gained vast recognition as regulatory molecules in all three domains of life [51]. tRFs appear to be involved in a wide range of biological roles, including the regulation of transcription, translation, stress granule formation, apoptosis, cell proliferation, tumor suppression, RNAi, vesicle-mediated intercellular communication, intergenerational inheritance, retrotransposons mobility, cell differentiation, and ribosome biogenesis [52,53,54,55]. What kind of functions can these RNA molecules serve in simpler forms of life, such as bacteria? Bacterial tRFs, while not yet characterized to an equally detailed level compared to other domains, appear to be involved in a more complex level of gene expression regulation. A 3′-ETS (external transcribed spacer) of a pre-tRNA in *E. coli* associates with the RNA chaperone Hfq, however, not to regulate gene expression as most Hfq-associated sRNAs do, but to sequester sRNAs away from their mRNA targets, thereby preventing transcriptional noise [56]. The same study suggests several other potential tRFs that are likely functional based on the conservation of tRNA ETS and ITS (internal transcribed spacer) sequences among enterobacteria. Our validated sequencing data for several tRFs in *E. coli* confirmed the stationary phase-specific enrichment of these processing products. However, the functional scope of these tRF candidates likely surpassed that of serving as decoys as suggested earlier. Indeed, in the archeon *Haloferax volcanii*, a 5′-tRF was produced under alkaline stress conditions and downregulates gene expression on a global level by binding the small ribosomal subunit, thus interfering with mRNA loading [36]. 

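Compared directly in stationary phase, ribosome-associated and total RNA differed for 253 of 4138 products in LB, 243 higher and 10 lower in ribosome-associated RNA, and 399 products with the replicate number as a block. In MOPS, 938 products differed, 864 higher and 74 lower in ribosome-associated RNA. Of the tRNA-derived products, 7 were higher and 2 lower in ribosome-associated RNA in LB, and 23 were higher and 49 lower in MOPS. With DESeq2, 13 tRNA-derived products were higher and 99 lower in LB, and 26 higher and 166 lower in MOPS, and 73.1% and 78.6% of all differing products were higher, against 96.0% and 92.1% with edgeR. Without TMM factors, no product differed in LB (583 at an unadjusted p-value under 0.05), and 25 tRNA-derived products were higher and 3 lower in MOPS, so the direction for tRNA-derived products as a group depends on the scaling.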

Most of these tRFs were enriched in total RNA libraries, and expression profiling shows that these molecules were likely not binding the ribosome directly in *E. coli* (Figure 3b and Figure 4b). Unlike its peers, *tRF^AlaV^* was enriched in ribosome-associated RNA libraries (Supplementary Table S3), but strikingly, Nnorthern blot analyses showed that this fragment was not interacting with ribosomes. 

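The 28-nt tRF AlaV lies on the plus strand within alaV. No other product has the same counts in all 16 libraries, but this does not show that its reads come from alaV only. The same holds for tRF Gly at glyV, whose sequence also occurs within glyX. In LB ribosome-associated RNA it had 552 ± 404 RPM (SD, n = 2) in exponential and 3642 ± 3313 RPM (SD, n = 2) in stationary phase, with stationary phase replicates at 1299 and 5984 RPM. Its log2 fold change of 4.40 (standard error 1.76, quasi-likelihood adjusted p = 0.0531) was not past the threshold of the quasi-likelihood test. The adjusted p-value was 0.0161 with the likelihood ratio test, and 0.0418 in the quasi-likelihood test with the replicate number as a block. In MOPS ribosome-associated RNA, the log2 fold change was 1.80 (standard error 1.58, quasi-likelihood adjusted p = 0.419, and 0.402 with the replicate number as a block), and -0.18 without TMM factors. In total RNA, it rose with log2 fold changes of 4.00 (standard error 1.09, quasi-likelihood adjusted p = 0.00103, and 4.08e-04 with the replicate number as a block) in LB and 2.91 (standard error 1.03, quasi-likelihood adjusted p = 0.0110) in MOPS, to 19158 ± 5849 RPM and 11254 ± 1007 RPM. The log2 ratio of ribosome-associated over total RNA in stationary phase was -1.55 (standard error 1.26, quasi-likelihood adjusted p = 0.469, and 0.438 with the replicate number as a block) in LB and -3.17 (standard error 1.34, quasi-likelihood adjusted p = 0.0702, and 0.0409 with the replicate number as a block) in MOPS. The MOPS ratio was thus past the threshold with the block but not without it. Total RNA includes the ribosome-associated RNA, so these ratios are not those of the pellet to the supernatant in the Northern blots.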

One explanation for this discrepancy between sequencing data and experiments may be that *tRF^AlaV^* was interacting with other RNA molecules or protein partners closely associating with the ribosome, and as such, was temporally captured in our ribosome-associated sRNA libraries. In fact, the majority of the differentially expressed tRFs in our analysis may be interacting with RNA partners or RNA binding proteins; for instance, *tRF^Gly^* (Figure 4a) was enriched in ProQ RIL-seq (RNA interaction by ligation and sequencing) and deletion experiments [57]. This suggests that this tRF is interacting with the chaperone ProQ and other partners, likely RNA molecules. Overall, the stationary phase-specific expression behavior of these tRNA fragments argues for putative physiological roles, and further functional analysis needs to be conducted to understand if these molecules are serving as molecular decoys or trans-encoded sRNAs. 

In this study, we surveyed the small transcriptomes of *E. coli* in both the exponential and stationary phases by deep sequencing and showed that the composition of these sRNomes differed between both growth stages. Our refined biocomputational approach STARPA allowed the straightforward identification of several stable sRNAs that were likely aiding in the establishment of the resting phenotype or even orchestrating its establishment as part of regulatory networks. We suggest several sRNAs for further functional characterization, including abundant uncharacterized tRF species whose roles remain enigmatic in the bacterial kingdom. To uncover the function of these tRFs (and other sRNA candidates identified in our stationary phase sRNome study), a combination of molecular, biochemical, and genetic approaches is required.

## 4. Materials and Methods

### 4.1. Strains and Media

*E. coli* strain MG1655 (F− λ− ilvG rfb-50 rph-1) [58] carrying pETgfp-mut2-AGGAGG(3) plasmid [59] was used. Bacteria were grown in LB-Miller media and in MOPS (morpholinepropanesulfonic acid) media supplemented with 0.1% glucose (MOPS-Glc), as described [60]. All growth media were supplemented with kanamycin to a final concentration of 25 µg/mL. For overexpression experiments, MG1655 bacteria with and without pBbE6k plasmids [61] were used. Media was supplemented with IPTG (Isopropyl β-d-1-thiogalactopyranoside) (Roth. Germany) to a final concentration of 1 mM.

### 4.2. Cell Growth and Sample Collection

For sequencing and subsequent validation, 10 μL of bacterial DMSO (dimethyl sulfoxide) stock [60] was used to inoculate 2 mL of MOPS that was then incubated for 24 h at 37 °C. Two hundred microliters or 1 mL of this pre-culture were used to inoculate 200 mL media (LB and MOPS-Glc, respectively). The cultures were incubated at 37 °C, and cells were collected at desired time points (exponential phase: OD600 0.4, stationary phase: 20, 28, 40, and 48 h for LB, 2 or 5 days for MOPS) by pelleting for 5 min at 20 °C (for volumes ≤ 200 mL) or for 10 min (for volumes > 200 mL) at 11,000× *g* at 4 °C. Cells were washed with 1-2 mL 1×PBS (Phosphate-buffered saline, 137 mM NaCl, 2.7 mM KCl, 10 mM Na_2_HPO_4_, 1.8 mM KH_2_PO_4_) and pelleted again by centrifugation for 5 min at 8000× *g* at 4 °C (Eppendorf 5804R Centrifuge, Hamburg, Germany). The pelleted cells were frozen in liquid nitrogen and stored at −80 °C for later RNA extraction. 

For overexpression experiments, MG1655 bacteria carrying plasmids pBbE6k-35mer, pBbE6k-empty, or nothing, were grown overnight at 37 °C. Fifty-millimeter cultures were started from overnight cultures and grown to an OD_600_ = 0.4. Induction with IPTG was then done. Samples for RNA extraction were collected before induction and 2 h after induction. 

### 4.3. Construction of sRNA Expression Plasmids

*sRNA_35* overexpression plasmid, pBbE6k-sRNA_35, was constructed by insertion of the *sRNA_35* sequence at the transcriptional +1 site under *PlacO* control in pBbE6k-RFP [61] by MEGAWHOP cloning [62]. Briefly, primers NR0001 and NR0002 were used to create a mega primer spanning the genomic *sRNA_35* sequence by PCR using Phusion DNA Polymerase (NEB, Ipswich, MA, USA). The resulting PCR product was purified with Wizard^®^ SV Gel and PCR Clean-Up (Promega, Madison, WI, USA). The purified mega primer was used in excess to insert *sRNA_35* into the pBbE6k-RFP plasmid and replace the RFP sequence with PCR. The PCR reaction was digested with DpnI (NEB, Ipswich, MA, USA) for 2 h at 37 °C and transformed into MG1655 *E. coli* competent cells. Plasmids were extracted from positive clones by Wizard^®^ Plus SV Minipreps DNA Purification System (Promega, Madison, WI, USA) and sequenced with HL0199 primer (Microsynth, Balgach, Switzerland). pBbE6k-empty was constructed by one-step cloning PCR [63] with primers NR0008 and NR0009 and pBbE6k-RFP plasmid. PCR reaction was DpnI treated as previously mentioned, and subsequent transformation, plasmid extraction, and sequencing were carried out, as described for pBbE6k-sRNA_35. The primers used for these manipulations are listed in Supplementary Table S5. 

### 4.4. Preparation of Crude Ribosomes

The crude ribosomes were prepared according to standard protocols [34,42]. Briefly, total cell lysates were prepared by homogenization in FastPrep^®^-24 (MP Biomedicals, Illkirch Cedex, France) using 0.1 mm beads in lysis buffer (20 mM Tris-Cl pH 7.5, 100 mM NH_4_Cl, 10 mM MgCl_2_, 0.5 mM EDTA, and 6 mM β-mercaptoethanol). Lysates were cleared from beads and cell debris by several rounds of centrifugation, and crude ribosomes were extracted following ultracentrifugation (Beckman Coulter Optima-XPN-80 Ultracentrifuge, Brea, CA, USA) at 100,000× *g* (P100), and supernatants were retained (S100). 

### 4.5. cDNA Library Preparation and Deep Sequencing

cDNA libraries were prepared as described [34,42]. Briefly, 500 ng of size extracted RNA (18-300 nucleotides) from all listed experimental conditions and total RNA or ribosome-associated RNA pools were treated with TAP (Tobacco Acid Pyrophosphatase) (Epicenter/Lucigen, WI, USA) to remove pyrophosphate from the 5′-end. The TruSeq Small RNA Library Prep kit (Illumina, San Diego, CA, USA) was used to prepare cDNA libraries, according to the manufacturer’s guidelines. A unique index primer was used for each RNA preparation, and two independent cDNA libraries were generated for each studied condition, all of which were subjected to paired-end deep sequencing analyses on an Illumina HiSeq platform (University of Bern, Bern, Switzerland). 

### 4.6. RNA Extraction and Northern Blot Analysis

RNA extraction was performed as described [42]. Two to fifteen micrograms of total RNA or RNA isolated from crude ribosomes were separated on 8% polyacrylamide gels (7M Urea, 1× TBE), and gels were run for 2 h at 200 V. RNA was transferred to a nylon membrane (Amersham Hybond-N+, GE Healthcare, Chicago, IL, USA) using a semi-dry blotter (V20-SDB, Scie-Plas) and crosslinked to membranes using a microprocessor-controlled UV irradiation system (BLX-254, Vilber Lourmat, Witec AG, Switzerland). Hybridization was performed as described [64]. The sequences of end-labeled DNA oligonucleotides with [γ-^32^P]-ATP and used for hybridization are featured in Supplementary Table S5. 

### 4.7. Quantitative Real-Time RT-PCR (qPCR)

One microgram of total RNA or 100 ng of size-extracted RNA (20-150 nt) from all experimental conditions were treated with DNase I (Thermo Scientific, Waltham, MA, USA) to digest any leftover DNA, according to the manufacturer’s protocol. Samples were then reverse transcribed into cDNA with SuperScript™ IV One-Step RT-PCR System (Invitrogen, Carlsbad, CA, USA) and random primer hexamers (Thermo Scientific, Waltham, MA, USA). cDNA samples were treated with RNase H (NEB, Ipswich, MA, USA) to hydrolyze leftover RNA. qPCR was done using GoTaq^®^ qPCR Master Mix (Promega, Madison, WI, USA), 50-fold diluted cDNA, and 500 nM to 1 uM of each primer. qPCR reactions were prepared by the CAS-1200 Corbett robot (Corbett Robotics, San Francisco, CA, USA) and were carried out using the Rotor Gene 6000, with suggested standard cycling conditions for gyrA and rpoS, and FAST cycling conditions for sRNA validation (Promega, Madison, WI, USA). *5S* and *recA* were used as an internal control for the normalization of gene expression. The samples were run in duplicates. The 2^−ΔΔCT^ method was used to calculate the fold-change relative to the control [65]. The mean log_2_ fold-change and standard error of the mean were computed. Oligonucleotides used for RT-qPCR are provided in Supplementary Table S5.

### 4.8. Bioinformatics Analysis

EdgeR was used for differential gene expression analysis [66]. Default parameters of the STARPA pipeline were used. Instructions on how to obtain STARPA are located at https://github.com/luidale/starpa (accessed on 3 December 2020). 

STARPA algorithm consisted of seven sequential tasks: trim, align, sam_sort, pseudoSE, identify, cluster, and quantify. Each task can be run separately, or multiple tasks can be run sequentially. STARPA is compatible with both single-end (SE), or paired-end (PE) reads. Color space data is not supported. Each task requires specific input data, which is generally prepared by the preceding task. Task trim (read cleaning and first step of pipeline) supports data in FastQ format. FastQ files can be compressed as “.gz”, “.bz2” or “.xz”. Reads must be previously demultiplexed. 

#### 4.8.1. Trim—Cleaning of Reads

Cutadapt [67] was used first to trim low-quality positions from the 3′ end (default cutoff phred quality score was set to 30) followed by adapter trimming, while also setting a minimum length (default: 18) for the processed reads. Default parameters of Cutadapt were used unless otherwise stated. To determine the exact ends of the processing products or novel ncRNAs (to be predicted) and to increase the alignment level to the genome, the adapter removal must be maximized. In the case of PE (paired end) data, they were achieved by using 1 base minimum adapter overlap with the 3′ end of the read. As a result, the tool sometimes removed some bases from the RNA insert sequence. In the case of overlapping reads, this loss will be covered by the second read from the pair when the PE reads are converted to SE read (step pseudoSE). When paired reads were not overlapping, only the length of the read was affected, while the ends of the RNA insert were not influenced. In the case of SE reads, the minimum adapter overlap with the 3′ end of the read was set to at least 3 bases. In addition, if an SE read was not adapter trimmed, it was rejected as it was not possible to determine the 3′ end of the RNA (RNA insert was longer than read). All rejected reads (too short for PE and SE, or untrimmed for SE) were saved in separate files to allow further assessment of quality issues of the libraries.

#### 4.8.2. Align—Alignment to the Genome

Bowtie2 [68] was used to align reads to the reference genome with default parameters unless otherwise stated. To ease the downstream analysis of aligned reads, indels were avoided (--rdg 100,3, --rfg 100,3). As the pipeline was designed to also identify RNA processing products with potential modifications, Bowtie2 was adjusted to be more sensitive (allowing mismatches in seed sequence (-N 1)) and lowering minimum alignment score (--score-min L,0,−2). In addition, Bowtie2 was set to report all valid alignments (-a) reporting, thus all alignments for multi-mapped reads.

#### 4.8.3. Sam_sort—Sorting of Aligned Reads

During sorting, alignments with the best alignment score (in case of PE alignments, alignment scores of paired alignments are summed) only were reported (best “stratum”) as SAM formatted output file. Unaligned reads were saved in separate files to allow further assessment of quality issues of the libraries. By default, steps align, and sam_sort were in sensitive mode. In this case, reads were initially aligned with default seed length (-L 22), then sorted and unaligned reads were aligned also using shorter seed length (-L 14), which was followed by sorting. In the end, aligned reads from both sorting steps were combined. In sensitive mode, both align and sam_sort steps had to be run in combination and could not be run separately.

#### 4.8.4. Pseudo SE—SE to PE Conversion

PE alignments were merged into pseudo SE alignments. Merging was conducted in overlapping regions by selecting the base from the alignment with higher sequencing quality, and combined sequencing quality was converted as described [69]. In case the paired alignments had no overlap, the gap between the aligned reads was filled with a genomic sequence, and a maximum sequencing quality score was given. Pseudo SE or SE (if input data for step pseudoSE is in a SE format) alignments with too many mismatches and reads with too many genomic alignments were discarded and saved in separate files to allow further assessment of quality issues of the libraries. All other reads received an NH tag (if not present) describing the number of reported alignments and were reported in SAM format. As poly- or oligoadenylation in bacteria can be relatively common on some RNA species [70,71], 3′-oligo(A) tails were not considered as mismatches by default, and such reads were retained. This behavior can be switched off in the configuration file. Reads with 3′oligo(A) were also saved in separate files to allow further analysis of oligo or polyadenylation.

#### 4.8.5. Identify—Identification of Processing Products

Flaimapper (version 3.0.0+) [38] was used to predict stable RNA processing products. Flaimapper also predicts overlapping stable RNA processing products and is able to detect fragments sharing one end location if the length difference is more than 15 nucleotides. Next, the processing products were filtered by the minimum number of reads corresponding to any of the ends exceeding a set threshold (half the quantification threshold). The filtered predicted processing products were quantified more precisely via featureCounts [72] using parameters –s 1 (stranded), -M (allowing multi mapping reads), and -O (allowing multiple matches with predicted processing products). To take into consideration some positional inaccuracies in transcription initiation and RNA processing, parameters --nonOverlap and --nonOverlapFeature were used to set a number of allowed non-overlapping bases between reads and predicted processing products (default: 2).

#### 4.8.6. Cluster—Clustering of Processing Products

Quantified input processing products were filtered by the read counts. Additional filtrating was done by relative coverage (average coverage of reads assigned to processing product divided by average coverage of all reads aligned to the positions of processing product) to remove candidates with a high background. Next, the processing products from all libraries analyzed were combined (identifying unique species) and clustered. Clustering was conducted as a two-step process.

##### Clustering by Overlap

As the prediction of processing products by Flaimapper is probabilistic, the predicted ends of the processing products in different libraries might vary slightly and might differ from the true ends of the fragments. As such, unique candidates with a set amount of non-overlapping positions were clustered by overlap, and representative processing products for individual clusters were selected. Representatives were selected in a repeating manner as a cluster member represents (set number of non-overlapping positions) the highest number of yet non-represented cluster members.

##### Clustering by Sequence

As most genomes contain repeating regions (repeat regions, rRNA operons, some tRNA genes, etc.), reads can be mapped to multiple positions. To reduce the number of identical candidates, clustering by sequence identity via CDI-HIT-EST [73] (100% identity, set by parameter -c 1) was employed. Because the genomic matches of these reads can be located in genomic regions with different surrounding sequences/contexts (e.g., different genes), clustering solely based on sequence identity can result in a loss of information. To avoid this, unique candidates which clustered by sequence identity had to be supported by the clustering of the contigs they overlap with (again via CDI-HIT-EST with identity threshold (-c) 90% and length difference cutoff (-s) 50%) and representative candidates for the clusters were selected.

#### 4.8.7. Quantify—Quantification of Processing Products

Representative processing products were quantified and reported by parsing SAM files for every library. For multi mapped reads, each mapping gave 1 count. Additional characteristics (relative coverage, coverage at single position level, consensus sequence, quality of consensus sequence, genomic sequence, uniqueness) for each candidate were gathered and reported library wise to allow further assessment. Quantification was also reported in a normalized manner as read per million of mapped reads (RPM) and RPM of biotype (rRNA, tRNA, etc.) and RPM of biotype groups. In addition, general statistics from diverse steps of STARPA were collected and reported in a single file.

## Figures and Tables

**Figure 1:**
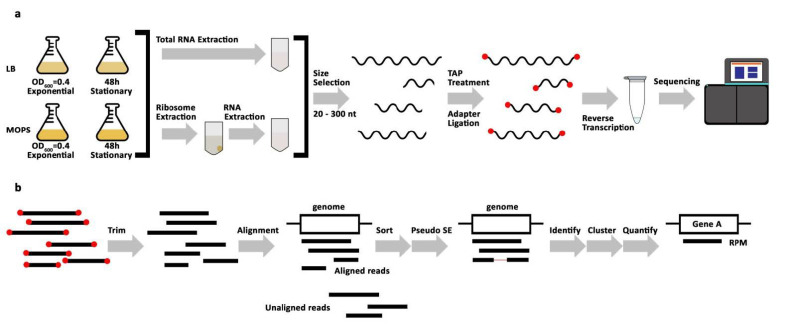
Sequencing library preparation and analysis workflow. (**a**) Schematic representation of sequencing library preparation: *E. coli* were cultured in two different media, lysogeny broth (LB) and morpholinepropanesulfonic acid (MOPS), and in two biological replicates. Samples were taken at the indicated time points (OD600 = optical density measured at 600 nm, h = hour). From each growth condition, samples were used for total RNA extraction and crude ribosome extraction, followed by RNA extraction. RNA was size extracted from polyacrylamide gels with 20–300 nt cutoffs (nt = nucleotides). Size selected RNA was Tobacco Acid Pyrophosphatase (TAP) treated then reverse-transcribed with 5′- and 3′- adapters to make cDNA libraries. cDNA libraries were sequenced. (**b**) Workflow of Stable RNA Processing Product Analyzer (STARPA) analysis: Reads were trimmed from adapter sequences then aligned to the *E. coli* reference genome. Unaligned reads were discarded in a sorting step. Reads with paired-ends were transformed into pseudo-single-end (SE) reads. The remaining reads were identified, clustered by sequence or by overlap, and then quantified (RPM = reads per million).

**Figure 2:**
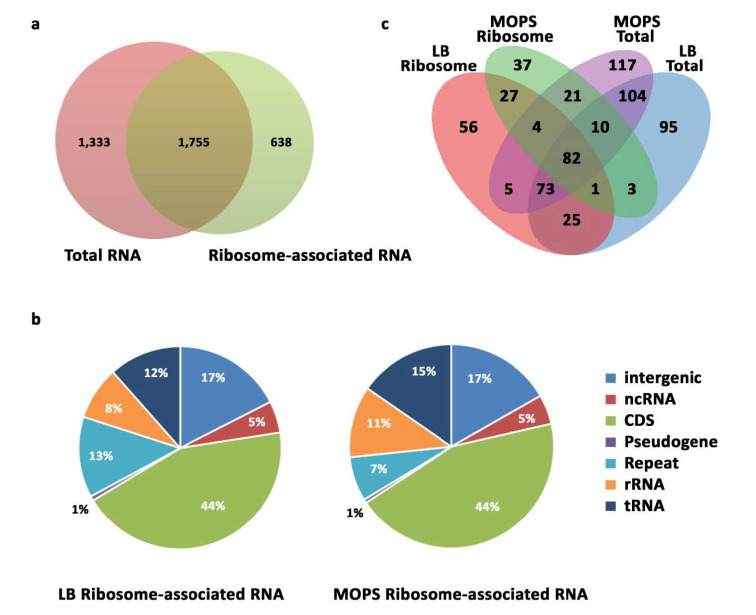
STARPA revealed over 12,000 sRNAs. (**a**) Venn diagram showing the number of identified processing products in total and ribosome-associated RNA libraries, with a cutoff threshold of 10 reads per million or higher. (**b**) Pie charts showing the percentage of identified RNAs by biotype for total and ribosome-associated RNA libraries. (**c**) Venn diagram showing the number of upregulated processing products in the stationary phase, in total, and ribosome-associated RNA libraries deriving from cells grown in LB and MOPS.

**Figure 3:**
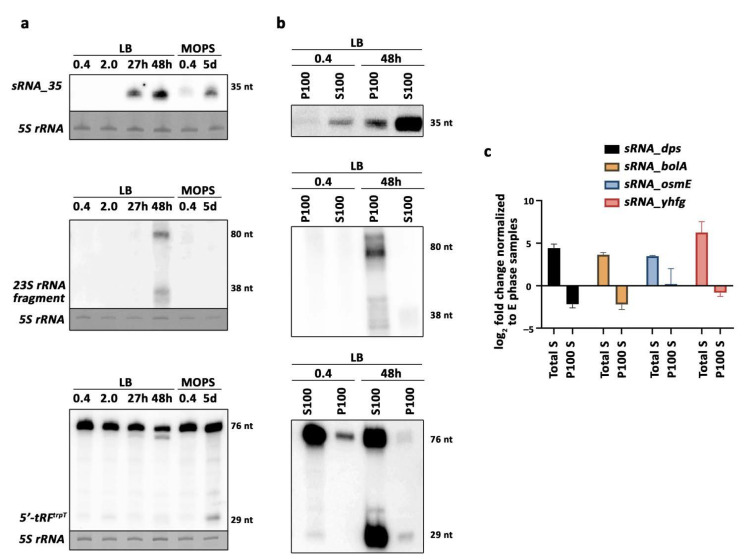
Validation of identified sRNAs. (**a**) Northern blot analysis of three candidates: *sRNA_35* (FM_+NC_000913.2_4541696_34), *23S rRNA* fragment (FM_+NC_000913.2_3942854_40), and 5′-*tRF^trpT^* (FM_+NC_000913.2_3944979_33). *5S rRNA* was used as a loading control. Zero point four and 2 were optical density measurements, h = hours, d = days. tRF = tRNA derived RNA fragment. Predicted sizes are displayed on the right in nt (nucleotides). (**b**) Northern blot analysis of candidates in A. P100 = pellet enriched for ribosome-associated RNA. S100 = supernatant containing non-ribosome associated RNA. (**c**) RT-qPCR mean and SEM for *sRNA_dps* (FM_-NC_000913.2_0848114_53), *sRNA_bolA* (FM_+NC_000913.2_0453657_58), *sRNA_osmE* (FM_-NC_000913.2_1820262_45), and *sRNA_yhfg* (FM_-NC_000913.2_3489623_47) in the stationary phase (two biological replicates each). log_2_ fold change was based on comparison with exponential phase samples for both conditions: Total S = Total RNA samples in the stationary phase. P100 S = ribosome-associated RNA in the stationary phase.

**Figure 4:**
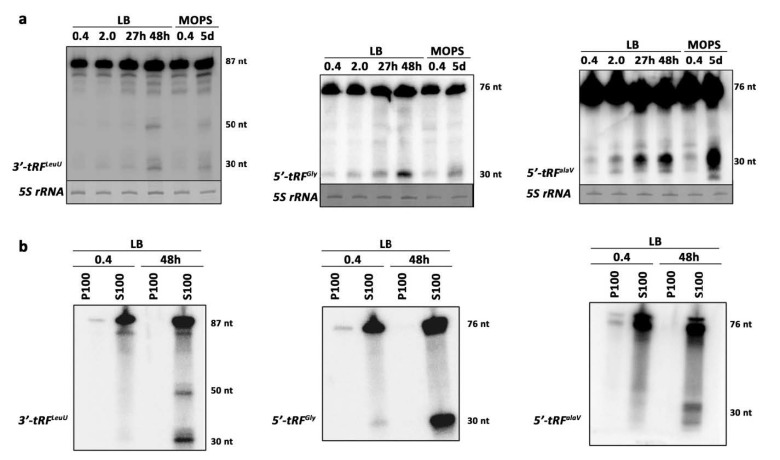
Stationary phase-specific transfer RNA fragments. (**a**) Northern blot analysis probing for *3′-tRF^LeuU^* (FM_-NC_000913.2_3320093_38), *5′-tRF^Gly^* (FM_+NC_000913.2_4390382_32), and *5′-tRF^AlaV^* (FM_+NC_000913.2_0225499_28). *5S rRNA* was used as a loading control. Zero point four and 2 were optical density measurements, h: hours, d: days. tRF = tRNA derived RNA fragment. (**b**) Northern blot analysis probing for *3′-tRF^LeuU^*, *5′-tRF^Gly^*, and *5′-tRF^AlaV^*. P100 = pellet enriched for ribosome-associated RNA. S100 = supernatant containing non-ribosome associated RNA.

**Figure 5:**
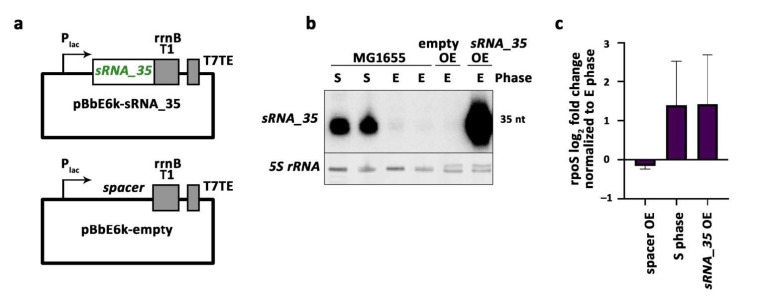
Overexpression of *sRNA_35* upregulates *rpoS* expression. (**a**) Schematic representation of constructed plasmids for *sRNA_35* (top) and control (bottom) overexpression. P_lac_ = lac operon promoter, inducible by IPTG. rrnB T1 and T7TE are terminator sequences. (**b**) Northern blot analysis of *sRNA_35* (intergenic sRNA). E = exponential phase, S = stationary phase, OE = overexpression. Predicted sizes are displayed on the right in nt (nucleotides). (**c**) RT-qPCR mean and SEM for *rpoS* expression under different conditions (two biological replicates each). E = exponential phase, S = stationary phase, OE = overexpression. log_2_ fold change is reported for all conditions in comparison to exponential phase condition.

**Figure 6:**
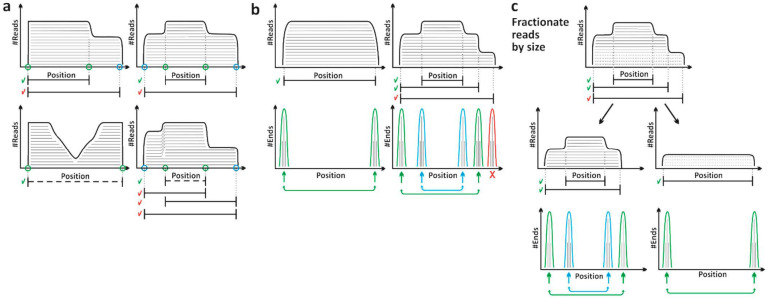
Comparison of biocomputational methods for processing product identification. (**a**) Scheme showing processing product identification by APART [40]. The processing products were identified by sites of consequence, sharp, and reversed coverage shift (green circles). Other sites of sharp coverage shift were discarded (blue circles). Some processing products were accepted (green checkmarks), and others were discarded (red checkmarks). #Reads = number of reads. (**b**) Scheme showing processing product identification by Flaimapper [38]. The processing products were identified by peak detection on 5′ and 3′ end densities, followed by reconstruction of fragments. Red cross = discarded peak. #Ends = number of ends. (**c**) Scheme showing detection of overlapping processing products by STARPA. Overlapping processing products (red checkmark) could be discarded. To avoid this, STARPA fractionates reads by size first, then employs Flaimapper to identify processing products from each fraction.

**Table 1:** Differential expression analysis. Table showing the number of downregulated, unchanged (not significant), and upregulated sRNAs in total RNA libraries and ribosome-associated RNA libraries for both lysogeny broth (LB) and morpholinepropanesulfonic acid (MOPS) growth media. All numbers were based on differential expression analysis in the stationary phase in comparison to the exponential phase.

Description	LB Total	MOPS Total	LB Ribosome	MOPS Ribosome
Downregulated	1024	1098	323	299
Not significant	1671	1574	1797	1909
Upregulated	393	416	273	185

## Data Availability

Sequencing data were deposited on the GEO database with the following accession number: GSE161907.

## Supplementary Materials

The following are available online at https://www.mdpi.com/1422-0067/22/4/1703/s1.

## Abbreviations

cDNA	complementary DNA
CPM	counts per million
d	day
ETS	external transcribed spacer
FC	fold change
h	hour
ITS	internal transcribed spacer
mm	millimeter
mM	millimolar
ncRNA	noncoding RNA
nm	nanometers
nt	nucleotide
OD600	optical density at wavelength 600nm
sRNA	small RNA
tRF	tRNA-derived RNA fragment

# Supplementary material for: Transcriptome-Wide Analysis of Stationary Phase Small ncRNAs in E. coli
**Source:** Int J Mol Sci. 2021 Feb 8;22(4):1703. doi: 10.3390/ijms22041703
**Supplement:** Supplementary file 1

# Supplementary Materials

## Transcriptome-wide analysis of stationary phase small ncRNAs in *E. coli*

Nicole Raad <sup>1,2,#</sup>, Hannes Luidalepp <sup>1,#</sup>, Michel Fasnacht <sup>1,2</sup> and Norbert Polacek <sup>1,\*</sup>

# these authors contributed equally to this work

### Figures S1-S4

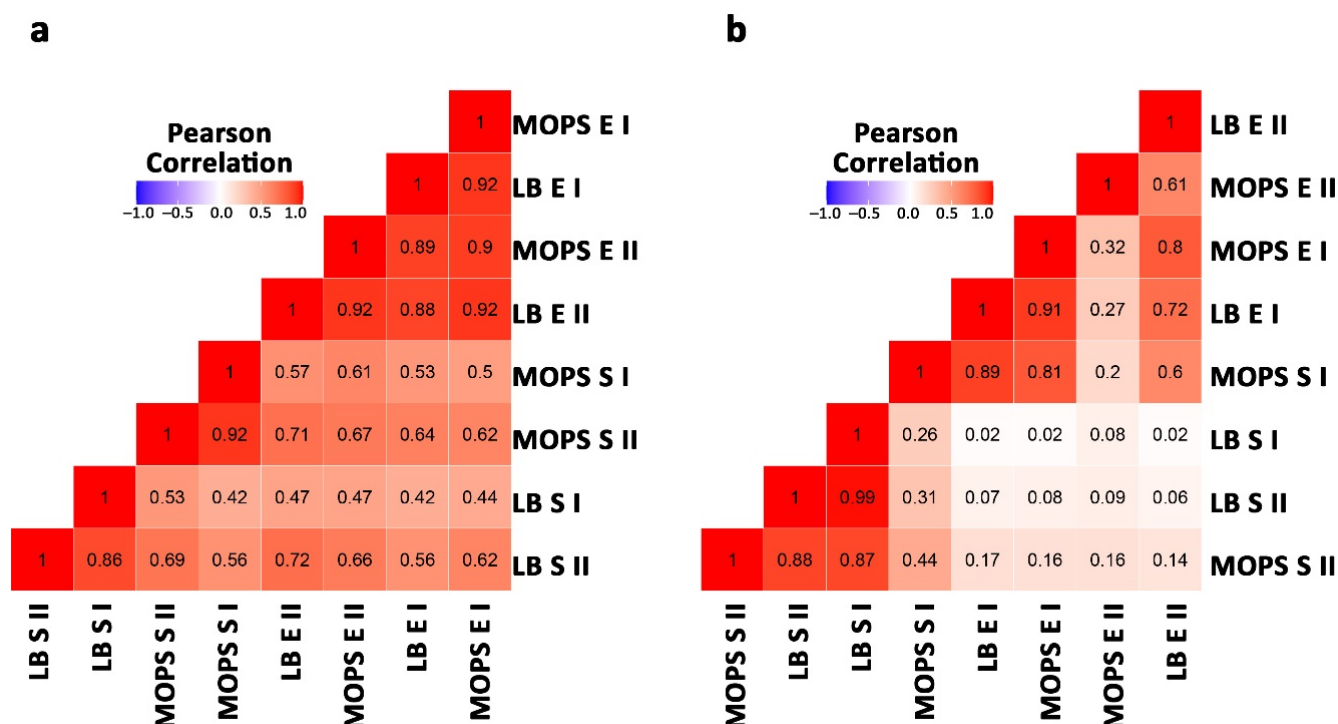

**Figure S1: Heatmaps of library correlation scores.** (a) Heatmap of Pearson's correlation scores for total RNA libraries. E = Exponential Phase, S = Stationary Phase. I = Biological replicate 1, II = Biological replicate 2. (b) Heatmap of Pearson's correlation scores for ribosome associated RNA libraries.

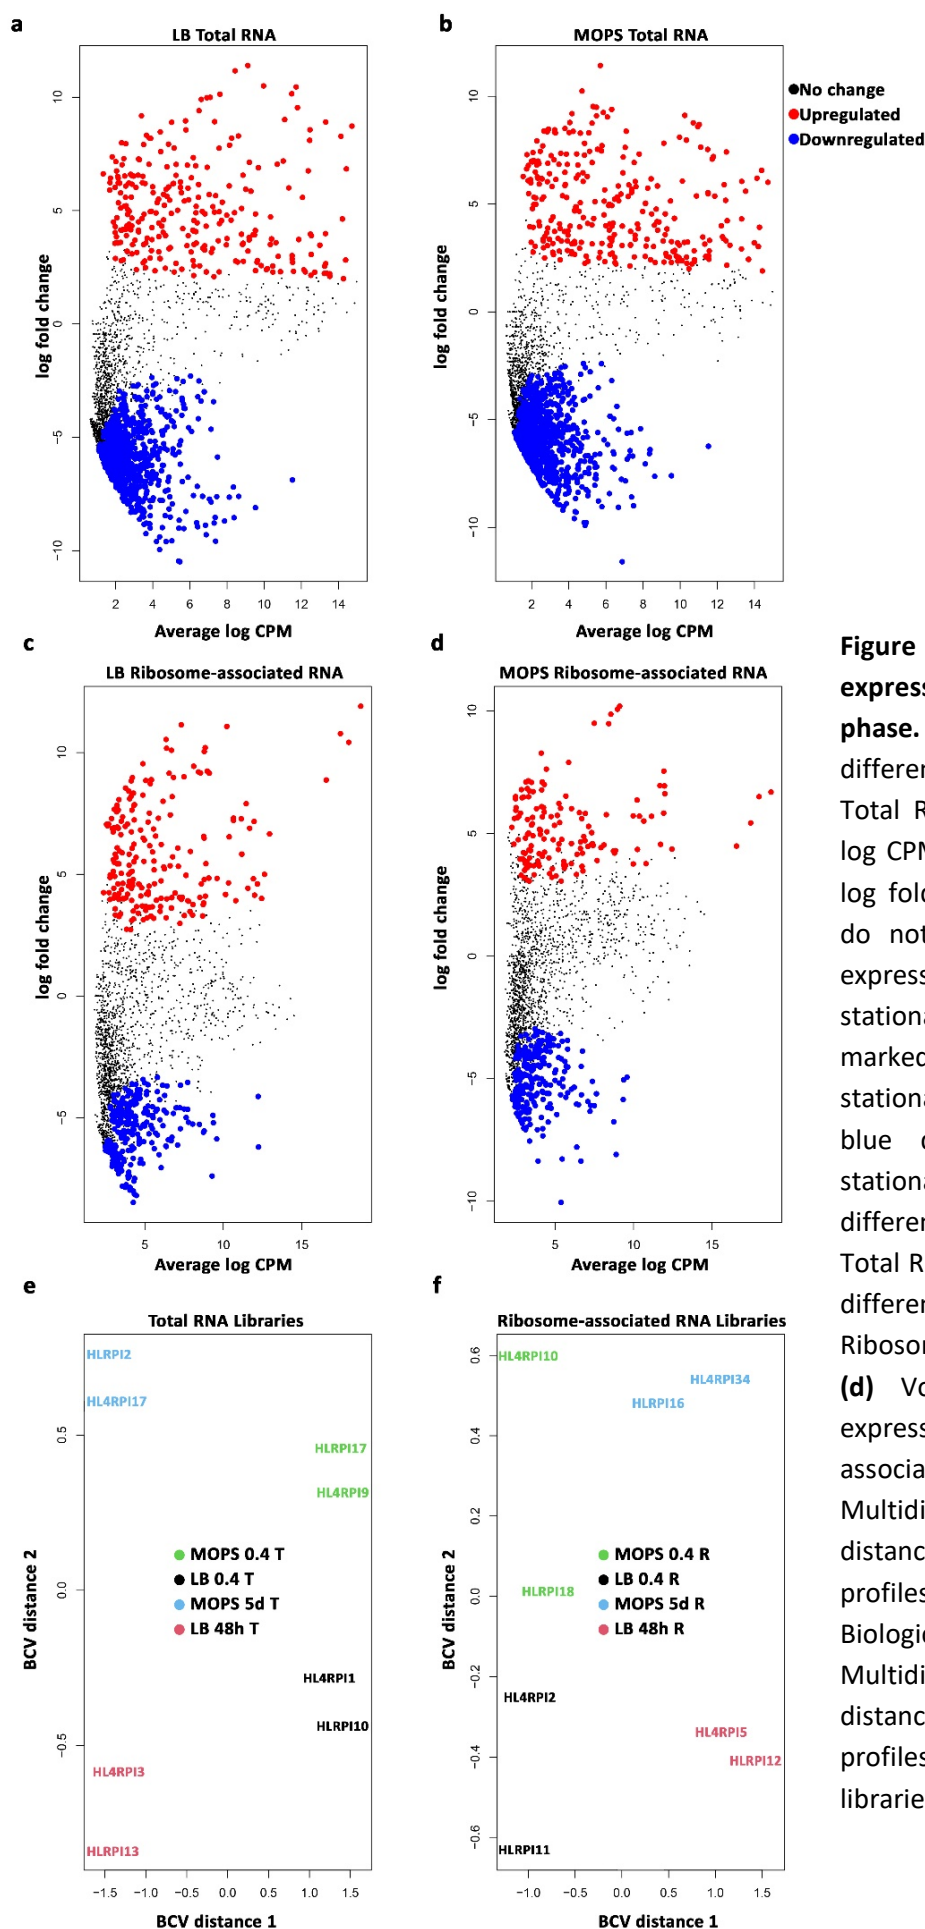

**Figure S2: Differential sRNA expression analysis in stationary phase.** (a) Volcano plot of differentially expressed sRNA in LB Total RNA libraries. X-axis = average log CPM (counts per million). Y-axis = log fold change. sRNAs in black dots do not show significant differential expression between exponential and stationary phase samples. sRNAs marked as red dots are upregulated in stationary phase and sRNAs marked as blue dots are downregulated in stationary phase. (b) Volcano plot of differentially expressed sRNA in MOPS Total RNA libraries. (c) Volcano plot of differentially expressed sRNA in LB Ribosome-associated RNA libraries. (d) Volcano plot of differentially expressed sRNA in MOPS Ribosome-associated RNA libraries. (e) Multidimensional scaling plot of distances between gene expression profiles of total RNA libraries. BCV = Biological coefficient of variation (f) Multidimensional scaling plot of distances between gene expression profiles of ribosome-associated RNA libraries.

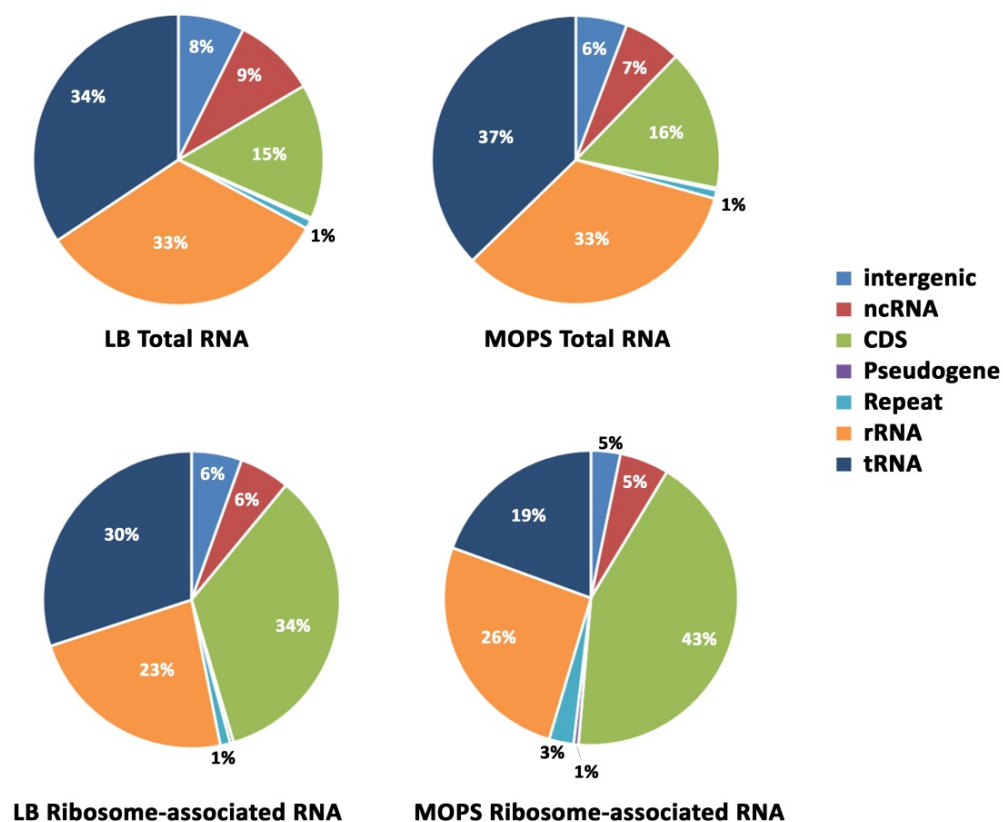

**Figure S3: Biotypes of upregulated sRNAs in stationary phase.** Pie charts showing percentages of identified RNAs by biotype for total and ribosome-associated RNA libraries in LB and MOPS libraries.

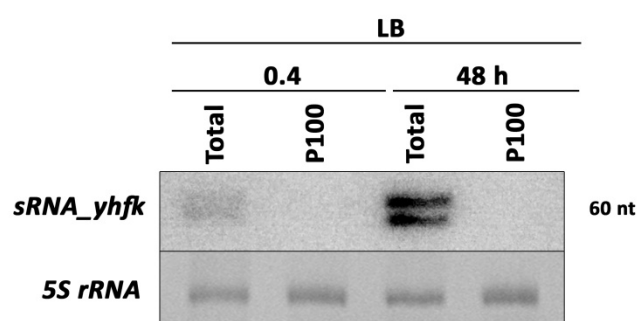

**Figure S4: *sRNA\_yhfk* is upregulated in stationary phase but missed by our stringent analysis settings.** Northern blot analysis of *sRNA\_yhfk* (FM<sub>+</sub>+NC\_000913.2\_3485709\_18). 5S rRNA was used as a loading control. 0.4 is the optical density (OD<sub>600</sub>) of the exponential phase culture, h = hours, P100 = pellet enriched for ribosome-associated RNA. Predicted sizes are displayed on the right in nt (nucleotides).

# Supplementary material for: Transcriptome-Wide Analysis of Stationary Phase Small ncRNAs in E. coli
**Source:** Int J Mol Sci. 2021 Feb 8;22(4):1703. doi: 10.3390/ijms22041703
**Supplement:** Supplementary file 1

# Membrane MF-01

Figure 3a

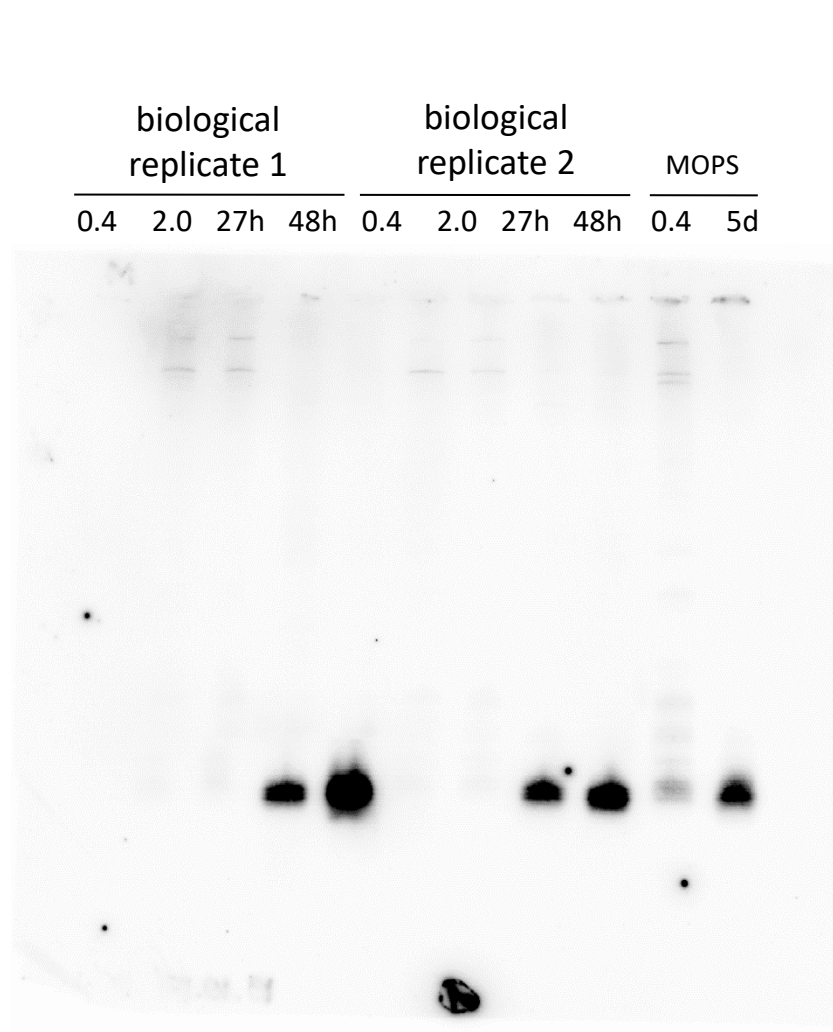

Northern Blot *sRNA\_35*

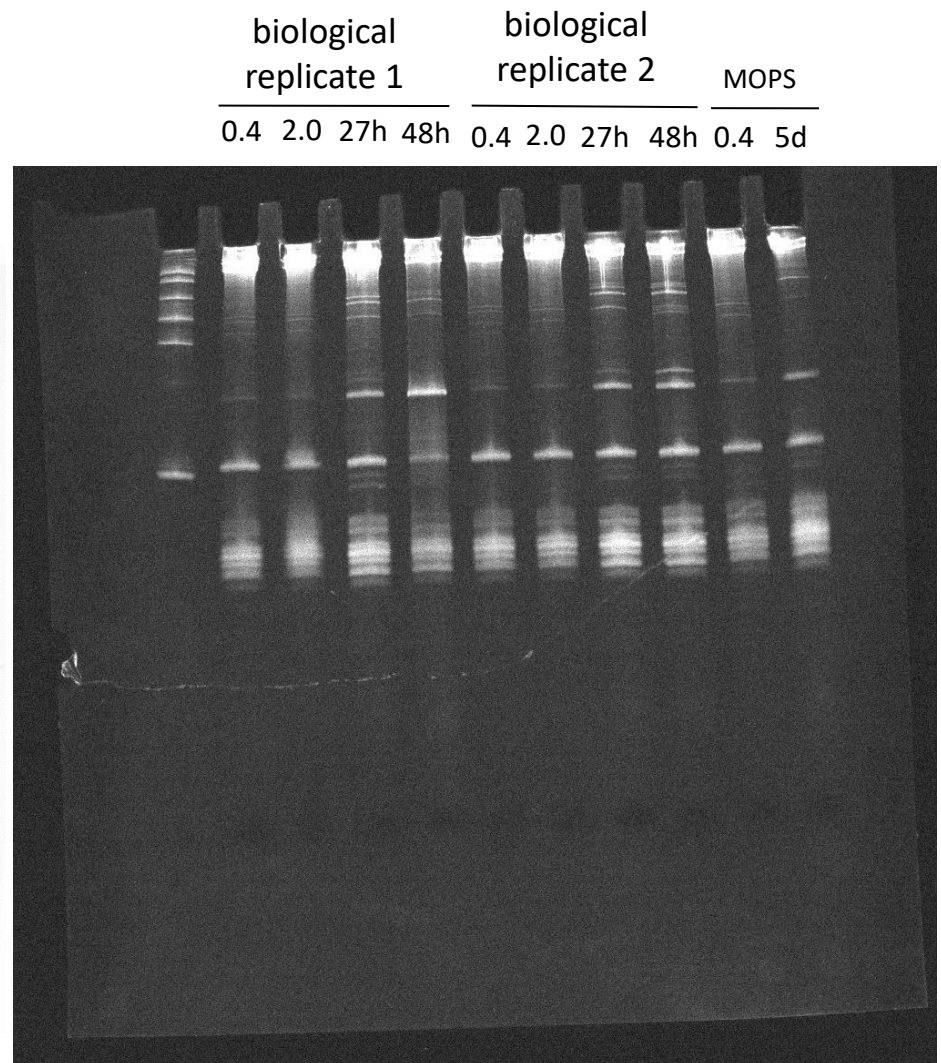

Ethidium Bromide

Membrane MF-04

Figure 3a

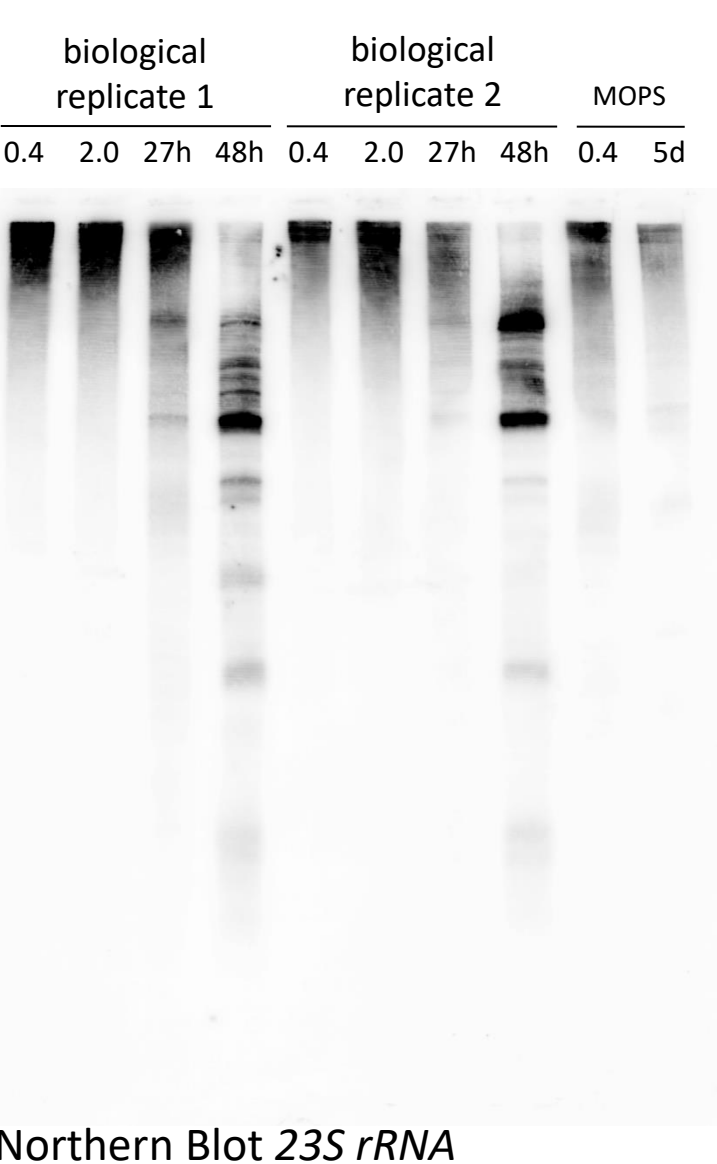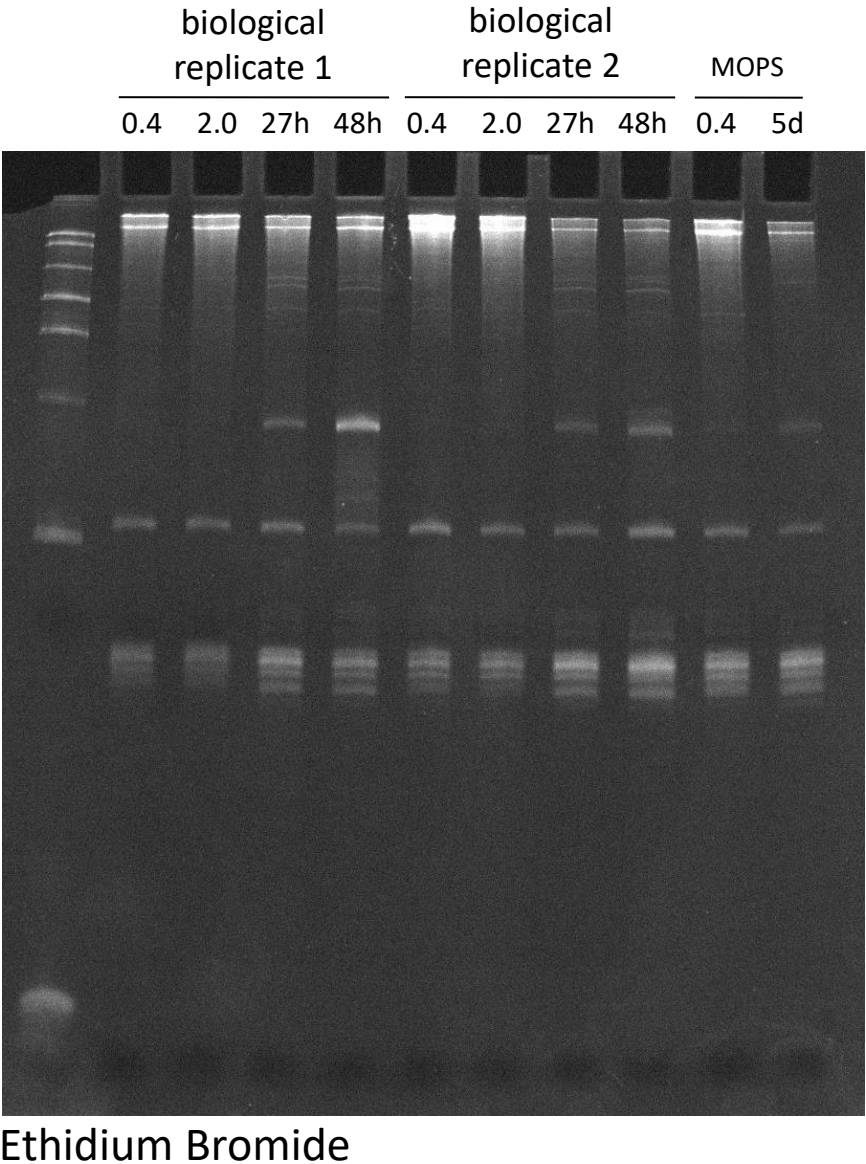

# Membrane MF-03

Figure 3a

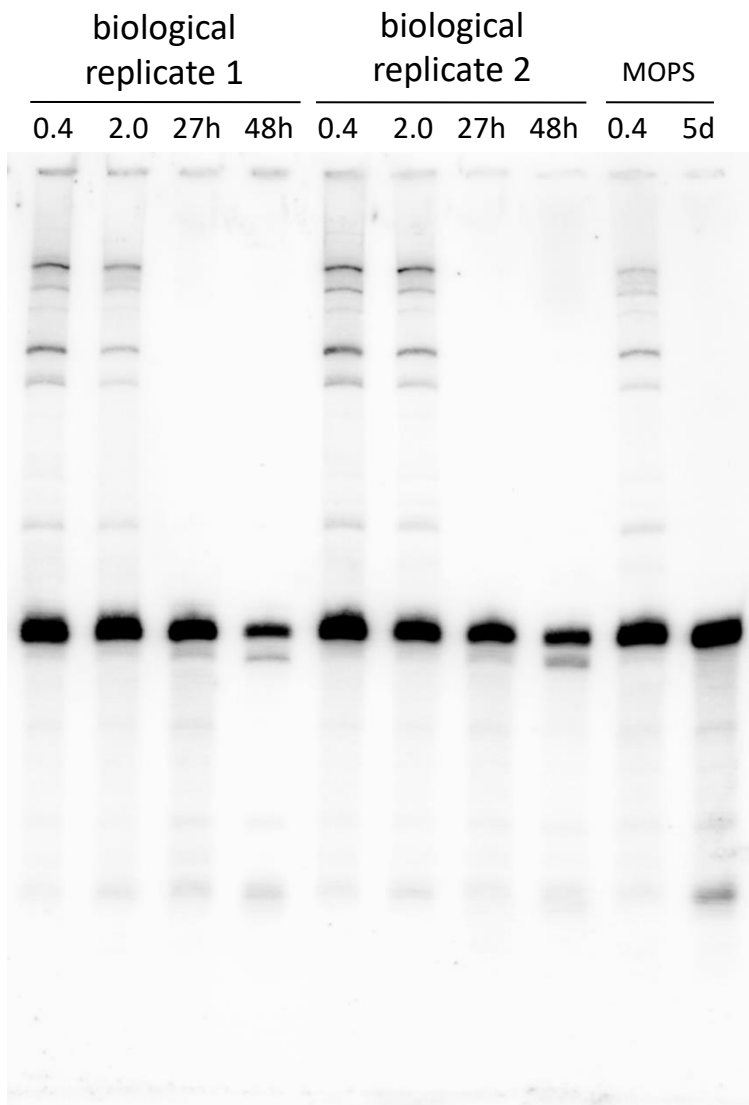

Northern Blot *tRF<sup>TrpT</sup>*

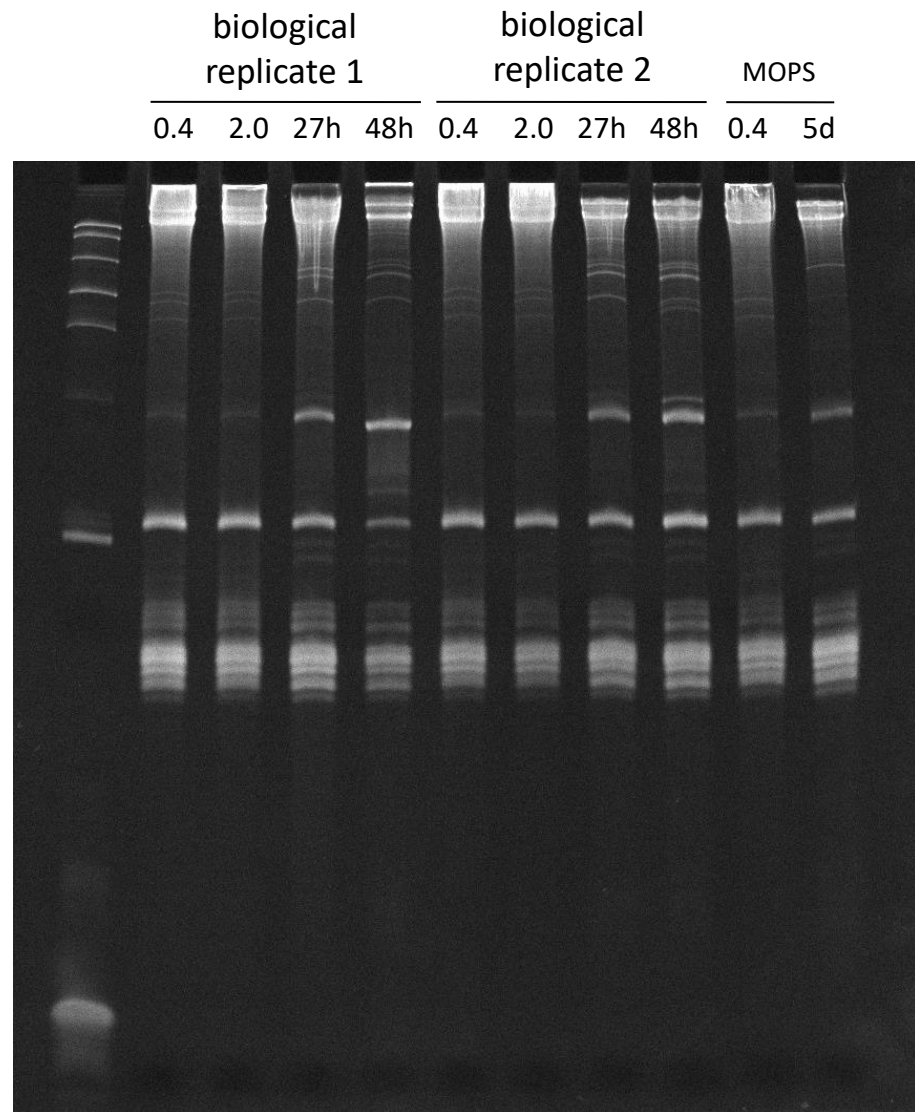

Ethidium Bromide

Membranes NR-II105, II114-2 and MF-06

Figure 3b

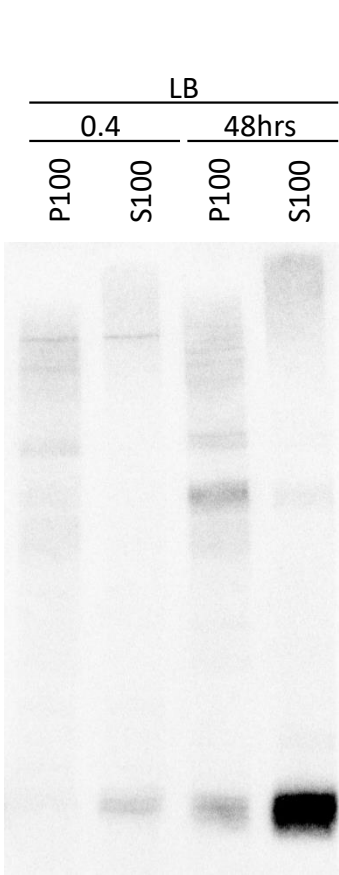

Northern Blot *sRNA\_35*

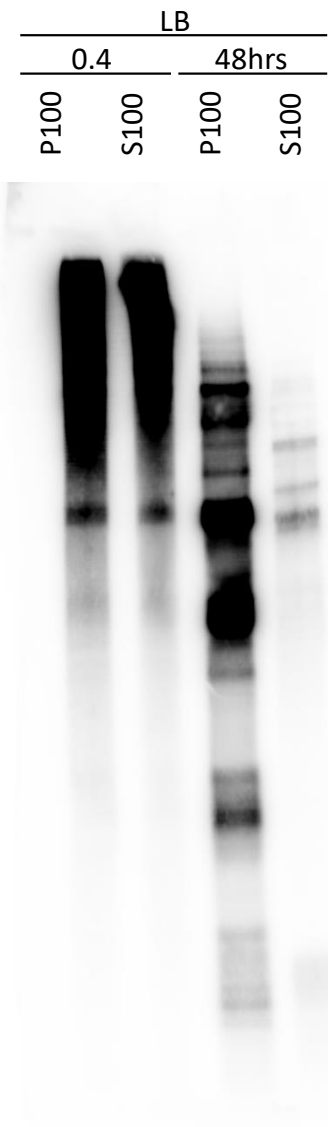

Northern Blot 23S *rRNA*

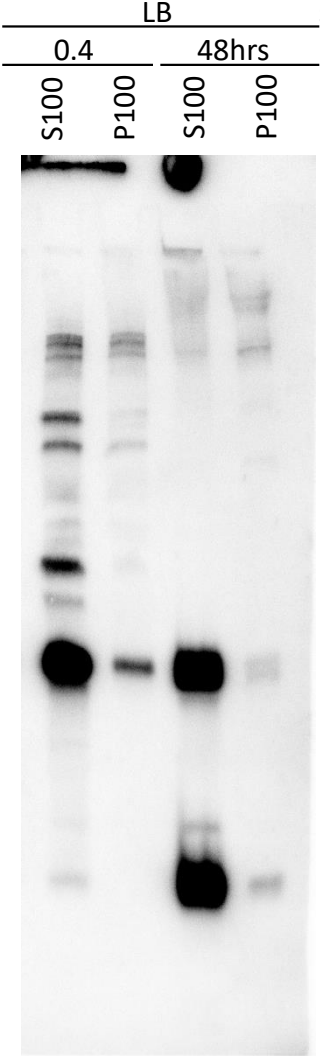

Northern Blot *tRF<sup>TrpT</sup>*

# Membrane MF-03

Figure 4a

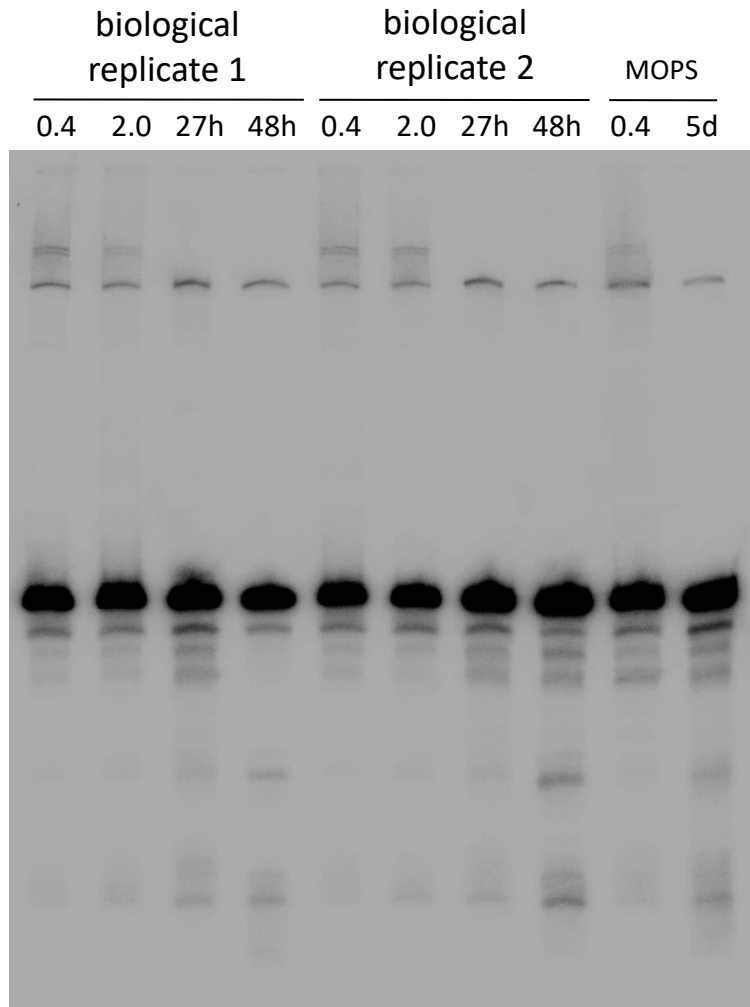

Northern Blot *tRF<sup>leuU</sup>*

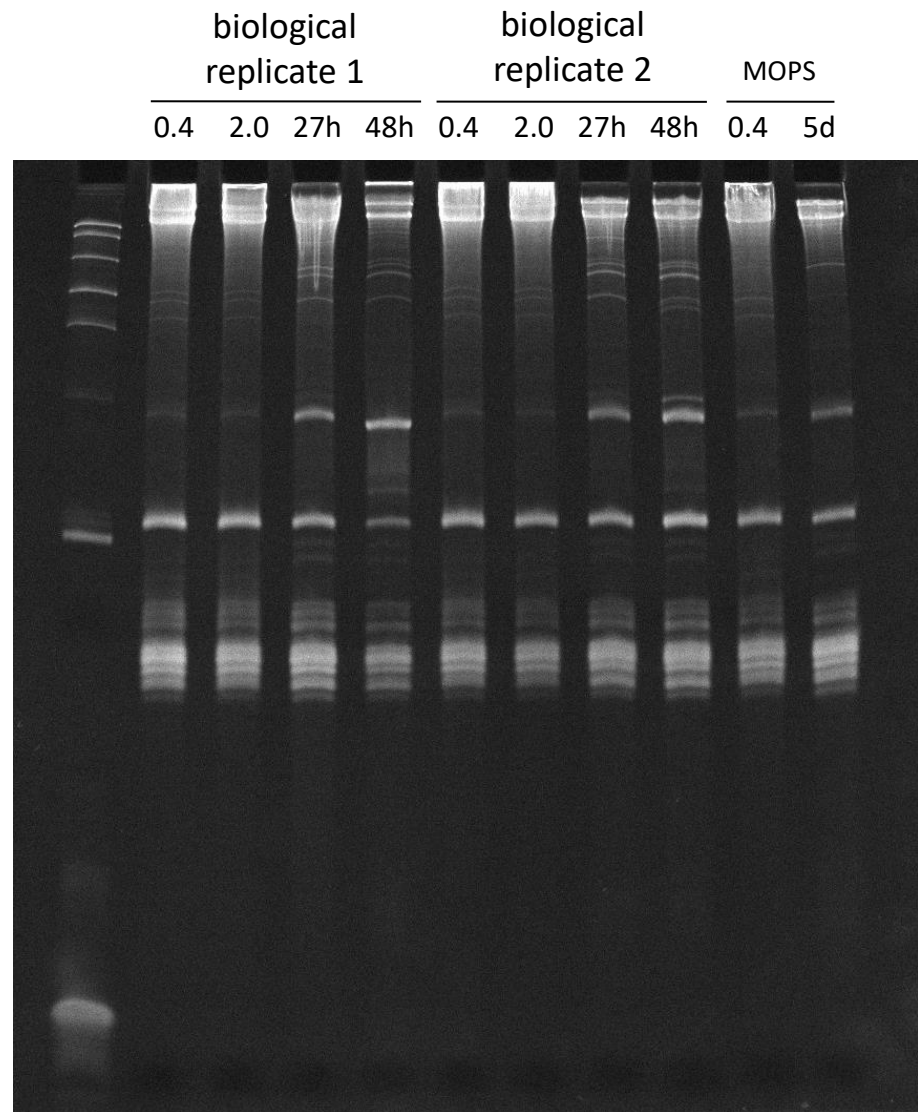

Ethidium Bromide

# Membrane MF-02

Figure 4a

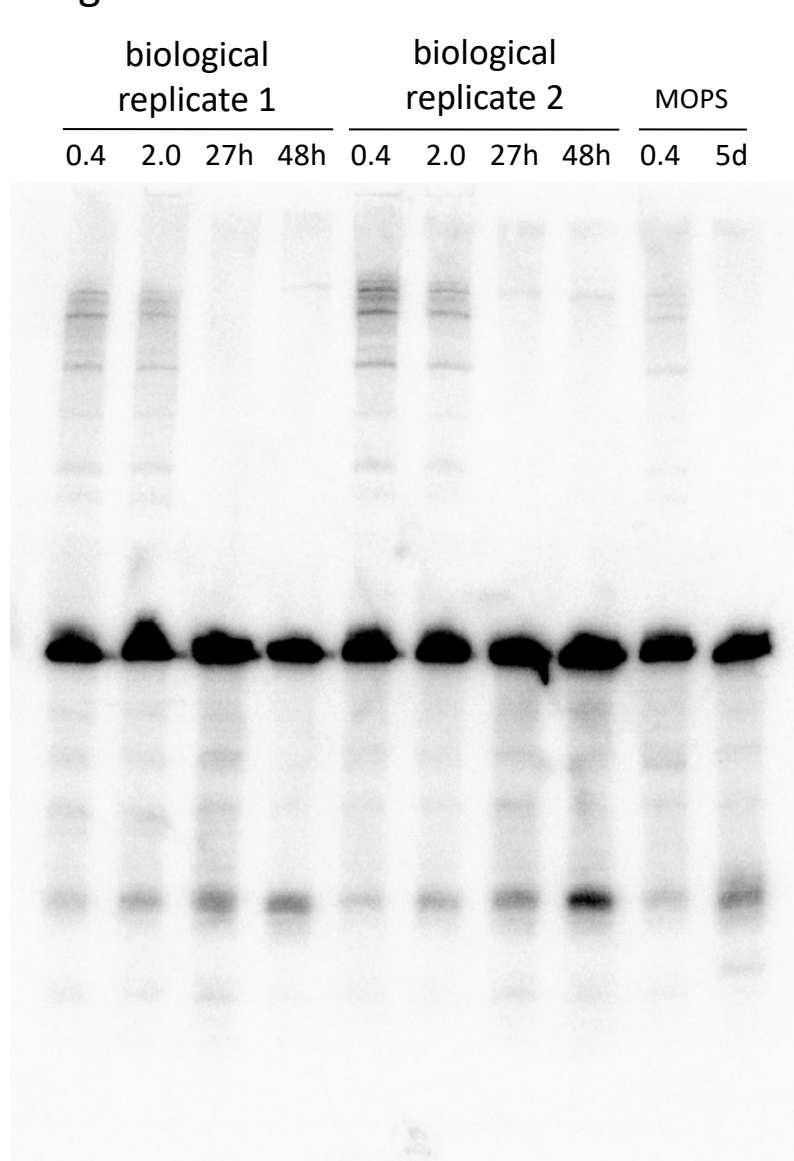

Northern Blot *tRF<sup>Gly</sup>*

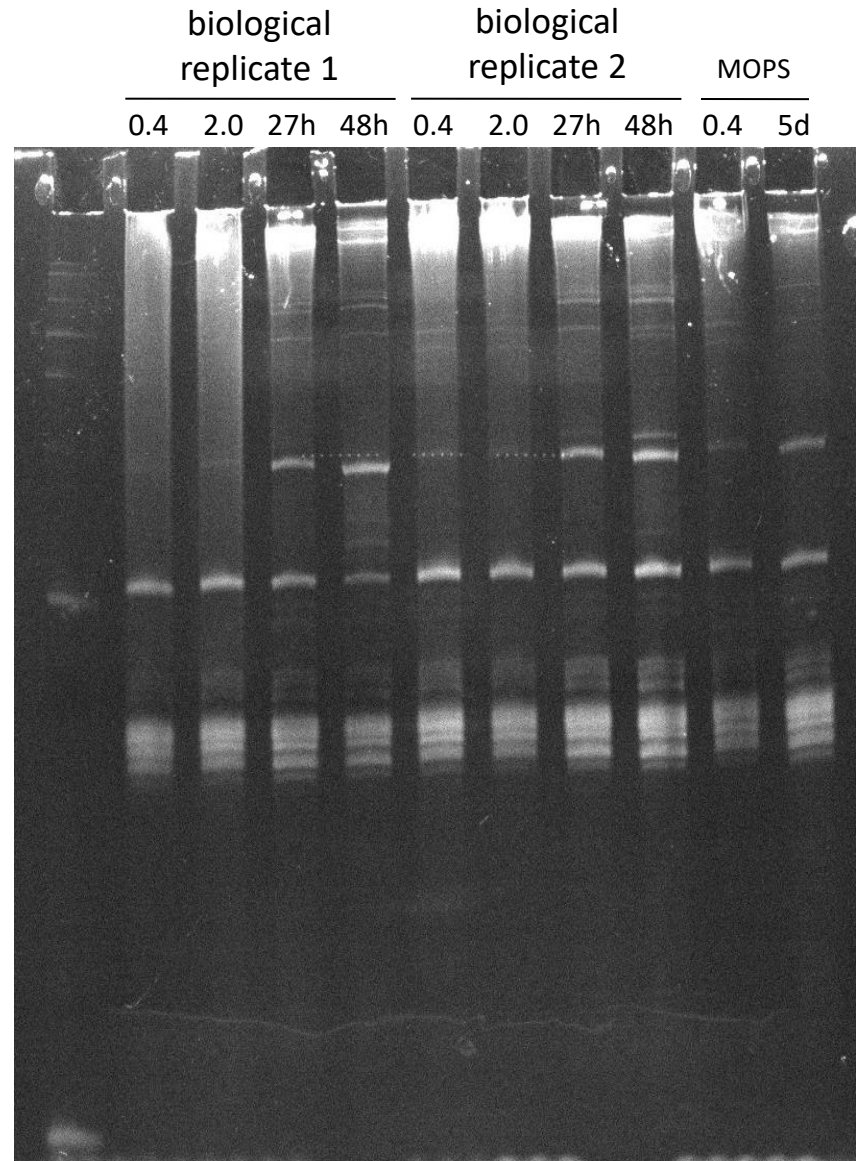

Ethidium Bromide

# Membrane MF-01

Figure 4a

| biological replicate 1 |     |     |     | biological replicate 2 |     |     |     | MOPS |    |
|------------------------|-----|-----|-----|------------------------|-----|-----|-----|------|----|
| 0.4                    | 2.0 | 27h | 48h | 0.4                    | 2.0 | 27h | 48h | 0.4  | 5d |

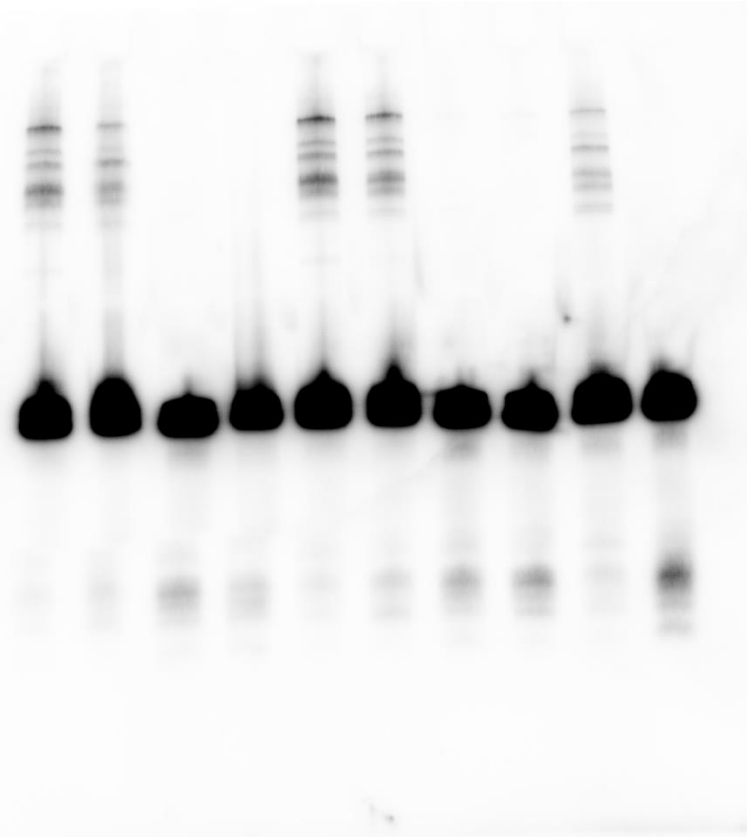

Northern Blot *tRF<sup>AlaV</sup>*

| biological replicate 1 |     |     |     | biological replicate 2 |     |     |     | MOPS |    |
|------------------------|-----|-----|-----|------------------------|-----|-----|-----|------|----|
| 0.4                    | 2.0 | 27h | 48h | 0.4                    | 2.0 | 27h | 48h | 0.4  | 5d |

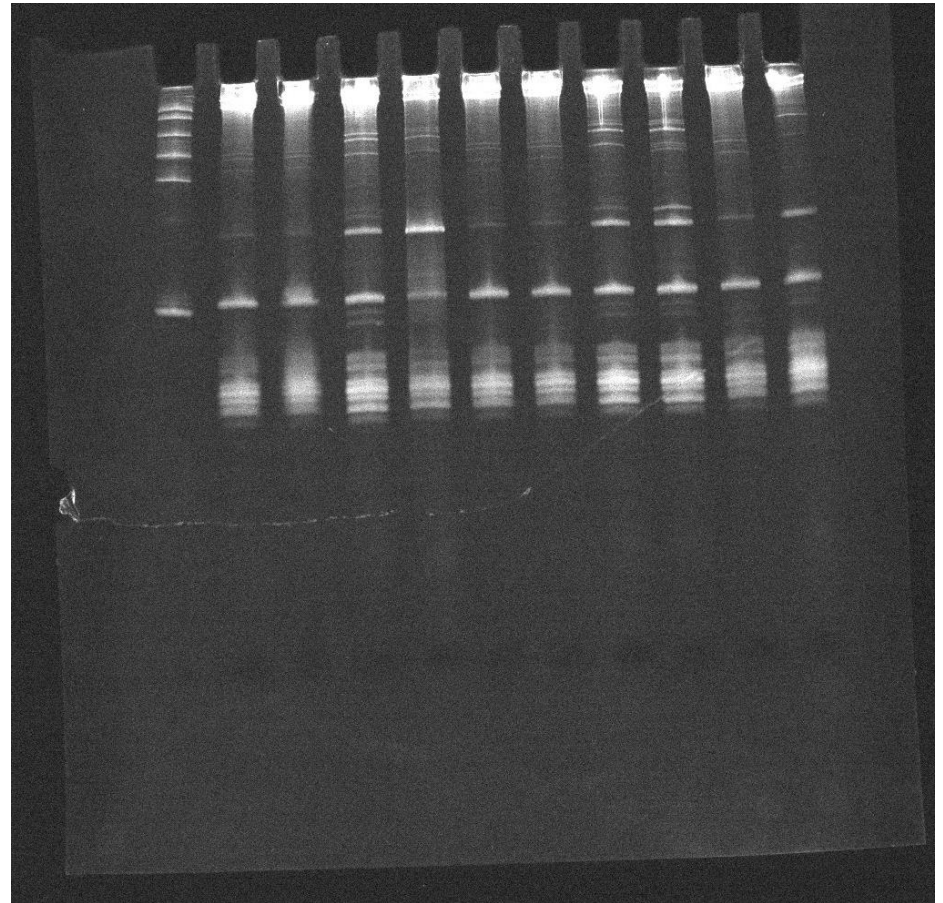

Ethidium Bromide

Membranes NR-II114-1, II114-1 (rehybridized) and II114-2

Figure 4b

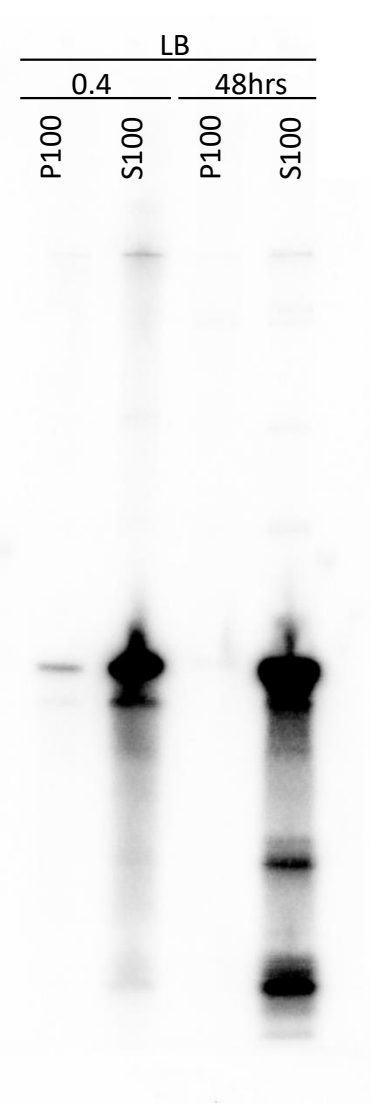

Northern Blot *tRF<sup>LeuU</sup>*

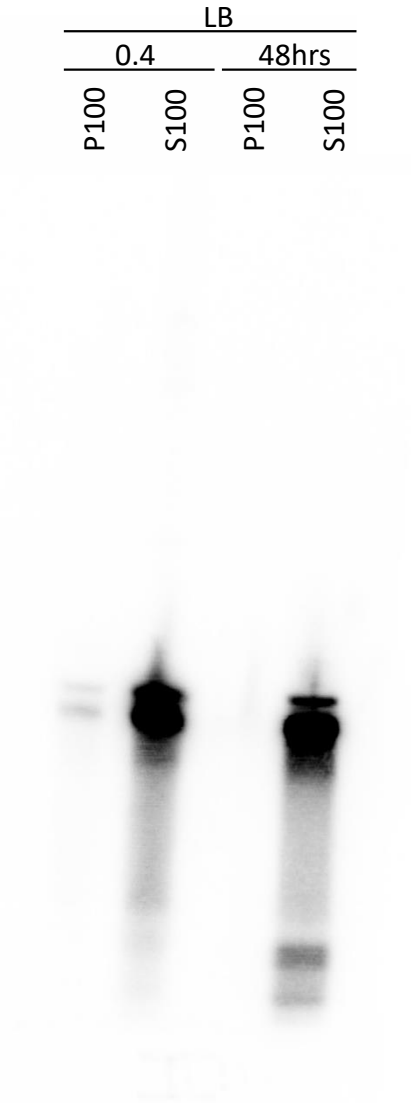

Northern Blot *tRF<sup>AlaV</sup>*

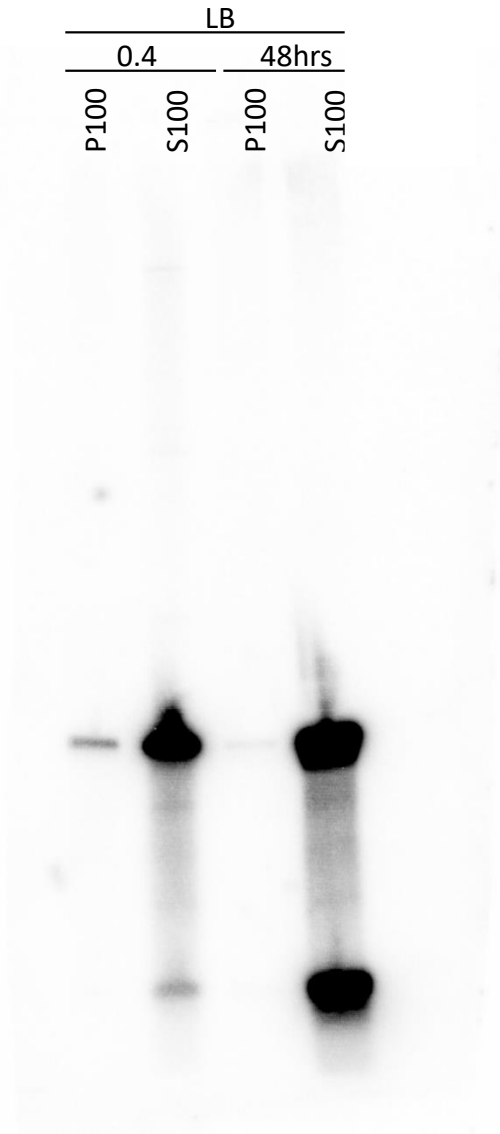

Northern Blot *tRF<sup>Gly</sup>*

# Membrane MF-11

Figure 3c

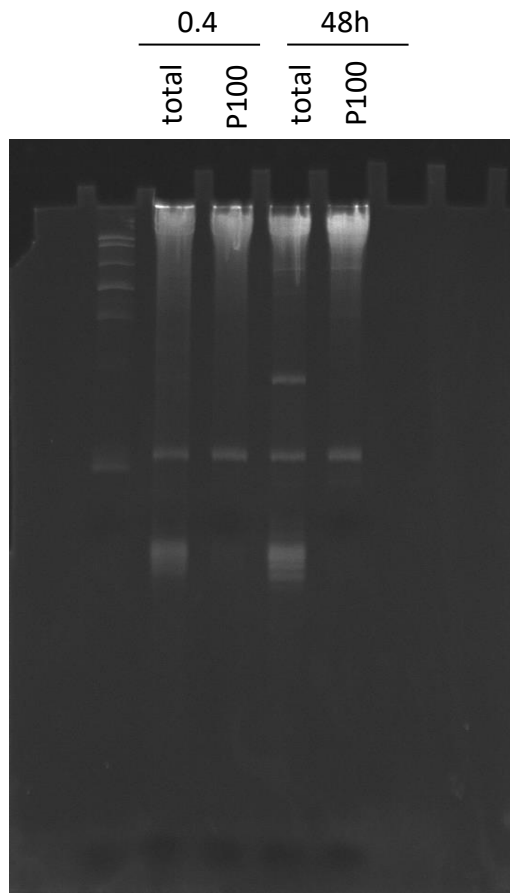

Ethidium Bromide

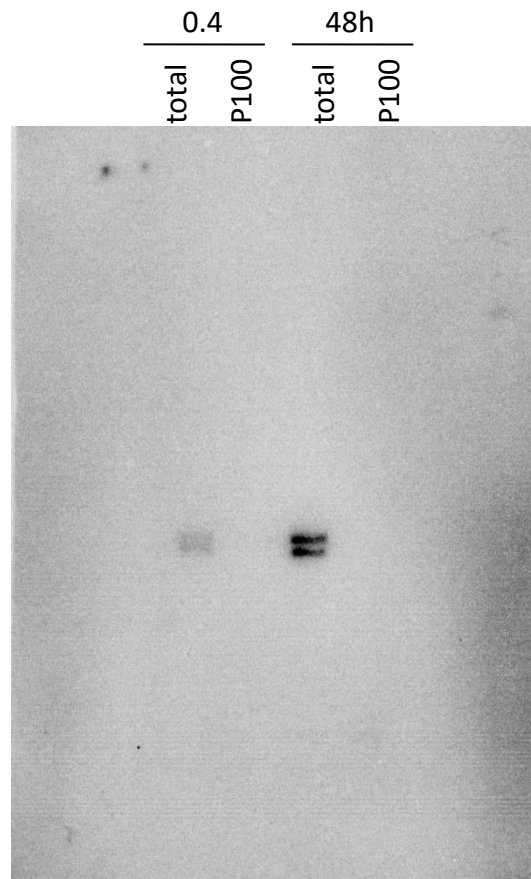

Northern Blot *yhfK*

# Membrane NR-I157

## Figure 5b

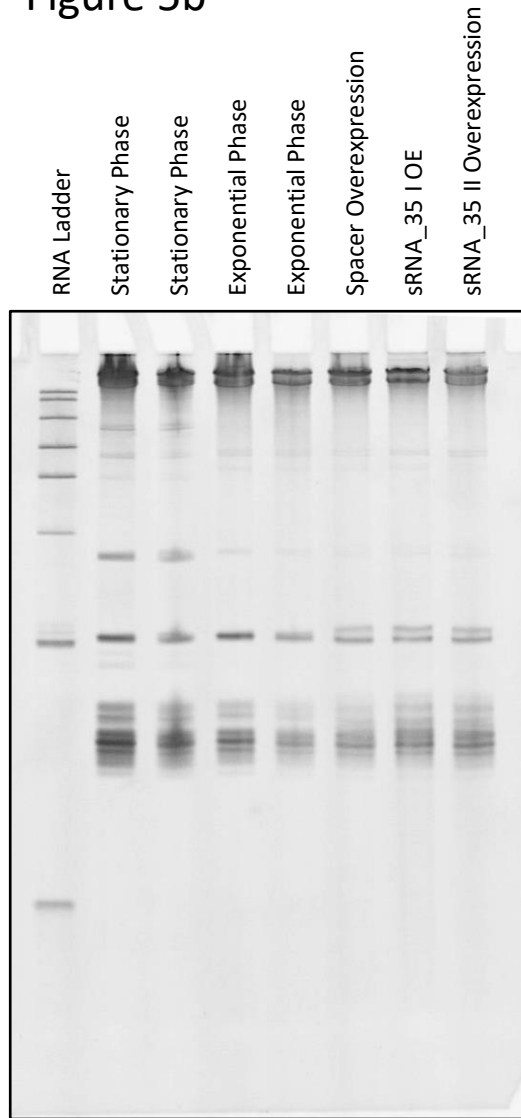

Ethidium Bromide

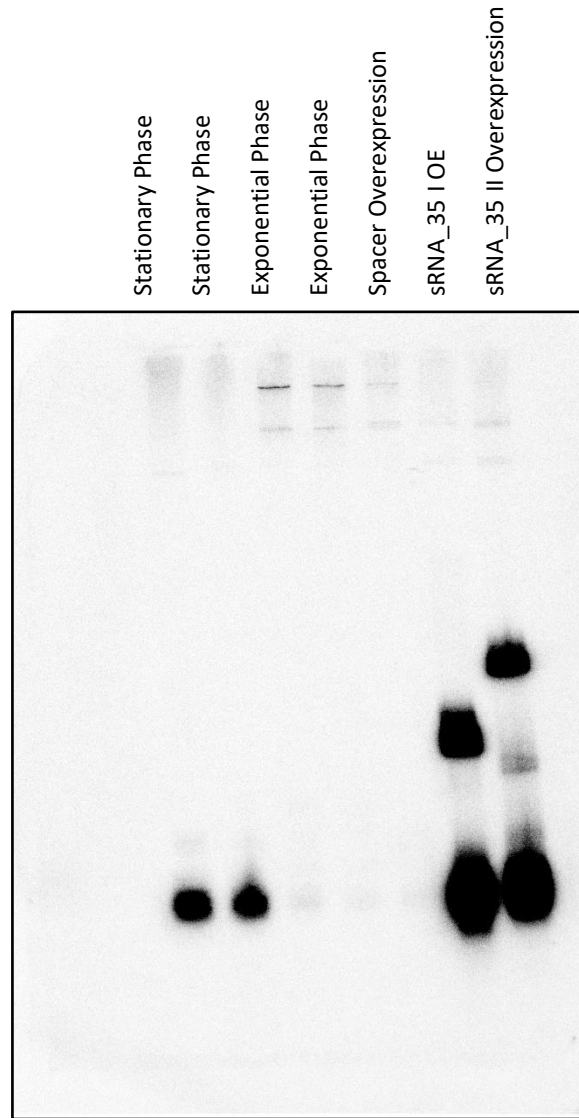

Northern Blot *sRNA\_35*

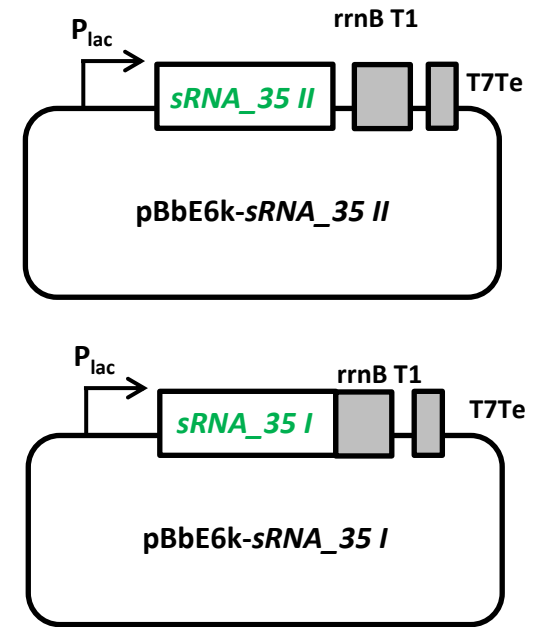

*sRNA\_35 II* + *rrnB T1*

*sRNA\_35 I* + *rrnB T1*

*sRNA\_35*

*sRNA\_35 II* is transcribed from pBbE6k-sRNA\_35 II where the sequence of the sRNA is separated from that of *rrnB T1* by a spacer.

*sRNA\_35 I* is transcribed from pBbE6k-sRNA\_35 I where the sequence of the sRNA is directly upstream of that of *rrnB T1*. We only mention *sRNA\_35 I* in the manuscript because both constructs behave the same way.

How the deposited data were processed for this re-analysis (not part of the article)

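Small RNA sequencing libraries of E. coli K-12 were analysed, 16 in number, from 2 media (LB and MOPS-Glc), 2 growth phases (exponential and stationary), 2 RNA sources (total and ribosome-associated) and 2 biological replicates. The authors made the deposited counts with STARPA at default parameters: reads were trimmed with Cutadapt, aligned with Bowtie2 to NC_000913.2 with all best alignments kept, filtered for mismatched and nonspecific reads, merged from pairs, processed with Flaimapper 3, clustered over all libraries by overlap and sequence (CD-HIT-EST) and counted per processing product. The versions of Cutadapt and Bowtie2 are not stated. The counts are whole numbers per product and library, not normalized, and a read with several mappings gave 1 count at each.

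RPM values were computed from the counts and the mapped reads implied by Supplementary Table S1. They carry no TMM factors, unlike the log2 fold changes. Products with at least 10 RPM in at least 1 of the 8 libraries of an RNA source were tested with edgeR 4.0.16 (quasi-likelihood test without robust estimation, TMM factors on the summed counts) in R 4.3.3, with 4 groups in 1 fit per RNA source. The contrasts were stationary against exponential phase in each medium, and the difference of these contrasts between the media. Comparisons between RNA sources used 1 fit of the 16 libraries with 8 groups and the products at 10 RPM in any of them. Adjusted p-values are two-sided and follow Benjamini and Hochberg, with a threshold of 0.05. The test was tested on simulated data with 200 changed products. Annotation was taken from the paper's supplementary tables by identifier or by an overlap of at least 50 percent on the same strand. Failing both, a position within the range of 1 gene's annotated products on that strand was used. Tables and figures were made with Python 3.11.15, numpy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

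Named products are those the paper names by identifier, the 2 products with the highest mean RPM in Supplementary Table S3 for each gene the paper names without one, and the 3 products with the largest rise and fall in each comparison. Alternatives were the likelihood ratio test and the exact test of edgeR, DESeq2 1.42.0, other totals and scalings, other filters on low values, only the 4 libraries of a comparison, the replicate number as a block, a minimum log2 fold change of 1, 1 product per locus and leaving out each replicate for fold changes. Total counts per library ranged from 1294506 to 12708939, and 3 counts were taken as the smallest number that can be told from 0. The 16S rRNA fragment of 81 nt that the paper names and the Northern blot, RT-qPCR and overexpression experiments were not analysed here.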

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

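Of the tests in this part, those of the scaling for the counts of products that differ between media or RNA sources, that of the replicate block for sRNA_35 and that of the replicate block for products outside the paper's lists were chosen only after the result was seen.

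The change between growth phases differed between LB and MOPS for 29 of 3366 products in total RNA (quasi-likelihood test of the difference itself; 7 with a larger log2 fold change in MOPS and 22 with a smaller one; 315 at an unadjusted p-value under 0.05). With the mapped reads as totals and no TMM factors, 4 of the 29 were past the threshold in the same direction, so that most of these calls depend on the scaling. Without TMM factors, 1 product was past the threshold, and 0 of the 29 (186 products at an unadjusted p-value under 0.05). The direction of the split also depends on the setting: with DESeq2, 48 products had a larger log2 fold change in MOPS and 27 a smaller one, and with the mapped reads 4 and 3. The differences are 5.32 to 11.44 in size on the log2 scale, and the median difference over all products was 0.21, and 0.55 with the mapped reads. With the replicate number as a block, 29 of the 29 were past the threshold. Each group holds 1 library of each series, so a shift shared by a series is balanced over the groups by the design, and neither this number nor the others with the block in this part test such a shift as a cause. Another product with the same counts exists for 11 of the 29. Nested products and the different culture times of the media were not separated for this set.

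In ribosome-associated RNA, 3 of 2713 products differed between the media (327 at an unadjusted p-value under 0.05). With the mapped reads as totals and no TMM factors, 1 of the 3 was past the threshold in the same direction, and with the replicate number as a block 2 were. Without TMM factors, 0 products were (176 at an unadjusted p-value under 0.05). The calls depend on the scaling here too. The differences are 11.64 to 14.78 in size, and the median difference over all products was 1.00, and 1.49 with the mapped reads.

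For sRNA_35, the change in total RNA differed between the media, with a log2 difference of -5.32 (standard error 1.46, adjusted p = 0.0463, quasi-likelihood test; the rise was smaller in MOPS). Both replicates rose in each medium, with log2 changes of 9.20 and 8.11 in LB and 3.36 and 3.00 in MOPS. With the mapped reads as totals, the adjusted p-value of the difference was 0.0243, and with the replicate number as a block 0.0204. Over all alternatives run for it, the adjusted p-value lay between 0.000503 with DESeq2 and 0.128 without TMM factors, where the log2 difference was -4.83. The mapped-read scaling does not account for the difference by this test, but it is not past the threshold without TMM factors. Medium and culture time differ together, since the MOPS cultures were sampled after 5 days and the LB cultures after 48 h, so the 2 cannot be separated, and no biological explanation is drawn.

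In MOPS, the change between growth phases differed between total and ribosome-associated RNA for 137 of 4138 products, 131 with a larger and 6 with a smaller log2 fold change in ribosome-associated RNA. Of the 131, 80 were annotated to coding regions, 32 of them antisense, and 53 of the 80 lie at the lacI locus, 31 of those antisense to it, which was singled out after its values were seen. The 80 therefore do not stand for as many genes. The cells carried a plasmid according to the methods, while reads were aligned to the chromosome. Whether the products at lacI come from the chromosome was not tested. Scaled by the mapped reads without TMM factors, 3 of the 137 were past the threshold in the same direction, and with the replicate number as a block 137 were. Without TMM factors, 0 products were (466 at an unadjusted p-value under 0.05), so the calls depend on the scaling. The differences are 5.92 to 12.80 in size, and the median difference over all products was 2.61, and 2.50 with the mapped reads. An offset of most products towards ribosome-associated RNA therefore lies under the split of 131 and 6 and is not removed by this scaling, so the split cannot be told apart from it. In LB, 0 products differed (473 at an unadjusted p-value under 0.05), but 8 did with the replicate number as a block, 30 with the likelihood ratio test and 80 with DESeq2. Libraries of the 2 RNA sources with the same replicate number deviated from their group means together in stationary LB (correlation 0.2475), so this count of 0 is not robust, and whether the media differ in this was not tested.

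Among the products upregulated here, 40 overlap no product of the 4 lists in Supplementary Table S3, which the paper reports on, and 13 of them are in Supplementary Table S4. Their highest level in a library had a median of 117 RPM and reached 21169 RPM. Of the 40, 28 have an annotation, 16 of them to rRNA and 4 to tRNA. Another product with the same counts exists for 17 of them, which is a lower bound for reads counted at several copies, since copies with slightly different counts are missed; such reads cannot be ruled out for most of the set. Scaled by the mapped reads without TMM factors, 17 of the 40 were past the threshold in the same direction, and with the replicate number as a block 38 were. Most of these calls therefore depend on the scaling, and no biological explanation was tested.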

How the results depend on the processing

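The settings named as alternatives here were chosen before the data were examined, except that the likelihood ratio runs with other dispersions or an adjusted p-value under 0.01 were chosen only after the counts of products had been seen. Alternatives are named below where a count moved by more than 1.5 times or a direction reversed, and the cause was not tested.

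With the likelihood ratio test, the numbers of products were 859 downregulated in LB ribosome-associated RNA, 219 upregulated in MOPS ribosome-associated RNA, 433 downregulated in MOPS ribosome-associated RNA, 90 upregulated in all 4 comparisons, 66 differing between the media in ribosome-associated RNA. Under the same setting, the numbers of products were 30 differing between the RNA sources in LB, 364 differing between the RNA sources in MOPS, 442 differing between stationary phase ribosome-associated and total RNA in LB. With edgeR's exact test, the numbers of products were 760 downregulated in LB ribosome-associated RNA, 175 upregulated in MOPS ribosome-associated RNA, 324 downregulated in MOPS ribosome-associated RNA. With DESeq2, the numbers of products were 867 downregulated in LB ribosome-associated RNA, 210 upregulated in MOPS ribosome-associated RNA, 545 downregulated in MOPS ribosome-associated RNA, 100 upregulated in all 4 comparisons, 75 differing between the media in total RNA. With it, too, the numbers of products were 26 differing between the media in ribosome-associated RNA, 80 differing between the RNA sources in LB, 491 differing between stationary phase ribosome-associated and total RNA in LB. Log2 fold changes reversed to -0.13 for tRF-LeuU, MOPS ribosome, -0.28 for ssrA 24-nt product, MOPS ribosome.

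Without TMM factors, the numbers of products were 141 upregulated in LB total RNA, 182 upregulated in MOPS total RNA, 51 upregulated in LB ribosome-associated RNA, 937 downregulated in LB ribosome-associated RNA, 10 upregulated in MOPS ribosome-associated RNA. In this setting, the numbers of products were 283 upregulated in any of the 4 comparisons, 5 upregulated in all 4 comparisons, 1 differing between the media in total RNA, 0 differing between the media in ribosome-associated RNA (176 at an unadjusted p-value under 0.05), 0 differing between the RNA sources in MOPS (466 at an unadjusted p-value under 0.05). By the same choice, the numbers of products were 0 differing between stationary phase ribosome-associated and total RNA in LB (583 at an unadjusted p-value under 0.05). The direction also reversed, to -0.24 for tRF-LeuU, MOPS total, -1.50 for tRF-LeuU, MOPS ribosome, -0.18 for tRF-AlaV, MOPS ribosome, -0.87 for sRNA_osmE, LB total, -0.18 for sRNA_osmE, MOPS ribosome, -1.39 for ssrA 27-nt product, MOPS ribosome. Reversed log2 fold changes were -0.46 for ssrA 24-nt product, MOPS total, -1.17 for ssrA 24-nt product, LB ribosome, -2.08 for ssrA 24-nt product, MOPS ribosome, -0.0126 for ssrS 31-nt product, MOPS total, -1.61 for ssrS 31-nt product, MOPS ribosome, -0.11 for chiX 42-nt product, LB total. With the mapped reads as totals and no TMM factors, the numbers of products were 183 upregulated in LB total RNA, 243 upregulated in MOPS total RNA, 76 upregulated in LB ribosome-associated RNA, 871 downregulated in LB ribosome-associated RNA, 14 upregulated in MOPS ribosome-associated RNA. Under the same setting, the numbers of products were 345 upregulated in any of the 4 comparisons, 6 upregulated in all 4 comparisons, 7 differing between the media in total RNA, 1 differing between the media in ribosome-associated RNA, 3 differing between the RNA sources in MOPS. With it, too, the numbers of products were 0 differing between stationary phase ribosome-associated and total RNA in LB (611 at an unadjusted p-value under 0.05), 506 differing between stationary phase ribosome-associated and total RNA in MOPS. Changes of sign occurred, to -1.001 for tRF-LeuU, MOPS ribosome, -0.50 for sRNA_osmE, LB total, -0.68 for ssrA 27-nt product, MOPS ribosome, -0.50 for ssrA 24-nt product, LB ribosome, -1.46 for ssrA 24-nt product, MOPS ribosome, -1.03 for ssrS 31-nt product, MOPS ribosome.

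Without a filter on low values, the numbers of products were 3914 downregulated in LB total RNA, 702 upregulated in MOPS total RNA, 23 upregulated in LB ribosome-associated RNA, 0 downregulated in LB ribosome-associated RNA (2550 at an unadjusted p-value under 0.05), 7 upregulated in MOPS ribosome-associated RNA. In this setting, the numbers of products were 1 downregulated in MOPS ribosome-associated RNA, 981 upregulated in any of the 4 comparisons, 5 upregulated in all 4 comparisons. Log2 fold changes reversed to -0.0182 for tRF-LeuU, MOPS ribosome, -0.11 for ssrA 24-nt product, MOPS ribosome. With the filter of filterByExpr, the numbers of products were 4041 downregulated in LB total RNA, 3768 downregulated in MOPS total RNA, 42 downregulated in LB ribosome-associated RNA, 56 upregulated in MOPS ribosome-associated RNA, 21 downregulated in MOPS ribosome-associated RNA. By the same choice, the numbers of products were 18 upregulated in all 4 comparisons. The direction also reversed, to 0.12 for flgM 1129240 (147 nt), MOPS ribosome. With at least 10 RPM in both replicates of a group, the numbers of products were 272 upregulated in LB total RNA, 822 downregulated in LB total RNA, 833 downregulated in MOPS total RNA, 220 downregulated in MOPS ribosome-associated RNA, 35 upregulated in all 4 comparisons. Under the same setting, the numbers of products were 1992 products retained, all libraries, 1555 products retained, total RNA, 1487 products retained, ribosome-associated RNA, 1050 products retained, both RNA sources. Reversed log2 fold changes were -0.0486 for tRF-LeuU, MOPS ribosome, -0.23 for ssrA 24-nt product, MOPS ribosome. With at least 10 counts in a library, the numbers of products were 14544 products retained, all libraries, 12192 products retained, total RNA, 9543 products retained, ribosome-associated RNA, 7191 products retained, both RNA sources. With 10 RPM computed from the summed counts, the numbers of products were 4801 products retained, ribosome-associated RNA.

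With only the 4 libraries of a comparison in the fit, the numbers of products were 347 upregulated in LB ribosome-associated RNA, 724 downregulated in LB ribosome-associated RNA, 0 upregulated in MOPS ribosome-associated RNA (177 at an unadjusted p-value under 0.05), 0 downregulated in MOPS ribosome-associated RNA (306 at an unadjusted p-value under 0.05), 0 upregulated in all 4 comparisons. With the replicate number as a block, the numbers of products were 275 downregulated in LB ribosome-associated RNA, 86 downregulated in MOPS ribosome-associated RNA, 54 differing between the media in total RNA, 8 differing between the RNA sources in LB, 262 differing between the RNA sources in MOPS. With it, too, the numbers of products were 399 differing between stationary phase ribosome-associated and total RNA in LB. Changes of sign occurred, to -0.18 for ssrA 24-nt product, MOPS ribosome. With 1 product per locus, the numbers of products were 185 upregulated in LB total RNA, 236 upregulated in MOPS total RNA, 1155 downregulated in MOPS total RNA, 95 upregulated in LB ribosome-associated RNA, 74 downregulated in LB ribosome-associated RNA. In this setting, the numbers of products were 62 upregulated in MOPS ribosome-associated RNA, 67 downregulated in MOPS ribosome-associated RNA, 339 upregulated in any of the 4 comparisons, 29 upregulated in all 4 comparisons.

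By a likelihood ratio test with a common dispersion, adjusted p under 0.01, the numbers of products were 123 upregulated in LB ribosome-associated RNA, 215 downregulated in LB ribosome-associated RNA. By a likelihood ratio test with a common dispersion, the numbers of products were 863 downregulated in LB ribosome-associated RNA, 207 upregulated in MOPS ribosome-associated RNA, 443 downregulated in MOPS ribosome-associated RNA. By a likelihood ratio test with a trended dispersion, the numbers of products were 854 downregulated in LB ribosome-associated RNA, 211 upregulated in MOPS ribosome-associated RNA, 394 downregulated in MOPS ribosome-associated RNA. By a likelihood ratio test with stepwise tagwise dispersions, the numbers of products were 867 downregulated in LB ribosome-associated RNA, 209 upregulated in MOPS ribosome-associated RNA, 494 downregulated in MOPS ribosome-associated RNA. By a likelihood ratio test, adjusted p under 0.01, the numbers of products were 268 downregulated in LB ribosome-associated RNA.

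Across the 4 fits that each left out one replicate, which give fold changes only, directions reversed within these ranges of the log2 fold change: from -0.61 to 0.36 for tRF-LeuU, MOPS ribosome, from -1.06 to 2.69 for sRNA_osmE, MOPS ribosome, from -0.37 to 1.29 for ssrA 27-nt product, MOPS ribosome, from -1.44 to 0.83 for ssrA 24-nt product, MOPS ribosome, from -0.63 to 1.01 for ssrS 31-nt product, MOPS ribosome. The same held from -2.03 to 0.14 for sibC 40-nt product, MOPS total, from -2.04 to 0.11 for chiX 42-nt product, LB ribosome, from -0.57 to 5.68 for ssrS 3054077 (109 nt), MOPS ribosome, from -4.68 to 5.03 for lacZ 364719 (19 nt), LB ribosome, from -9.23 to 0.85 for flgM 1129240 (147 nt), MOPS ribosome.

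Over the 160 log2 fold changes of named products, the alternatives left 2068 values with the same direction and side of the threshold, 139 with the same direction but no longer past it, 83 with the same direction and now past it, and 151 values that have no test and moved by more than the spread between replicates. Reversed directions numbered 41. Correlations of the deviations of same-numbered libraries were 0.095 in MOPS total RNA, 0.0378 in LB ribosome-associated RNA and -0.0151 for stationary phase ribosome-associated against total RNA in MOPS. Under the replicate block, MOPS total RNA had 458 upregulated and 1997 downregulated products, and LB ribosome-associated RNA 217 upregulated products.

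On simulated counts with the same number of libraries, the quasi-likelihood test called 87 of 200 changed products in ribosome-associated RNA, simulated with a biological coefficient of variation of 0.9, and 136 of 200 in total RNA, simulated with 0.75. The likelihood ratio test called 134 and 165, and DESeq2 149 and 173, but they also called more unchanged products: 17 and 12 with the likelihood ratio test and 40 and 25 with DESeq2, against 2 and 8 with the quasi-likelihood test. A product without a call in ribosome-associated RNA is therefore not shown to be unchanged. The simulated changes were large and as many up as down, unlike the total RNA data, where most products were lower. The numbers of missed and false calls hold for the simulated setting only.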

Differences from the paper's values

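No test of a cause is given in this part; the likelihood ratio runs with other dispersions or another threshold were chosen only after the result was seen.

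The number of products retained was 4138, against 12933 in the paper. Of the alternatives set before the data were examined, at least 10 counts in a library (14544) came within 1.5 times the paper's number, while 10 RPM computed from the summed counts (5440) and 10 RPM in both replicates of a group (1992) did not.

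For products lower in the stationary phase, the paper gives 1024 in LB total RNA, 1098 in MOPS total RNA and 299 in MOPS ribosome-associated RNA, against 1851, 1826 and 135 here. For LB total RNA, the alternatives set before the data were examined that came within 1.5 times the paper's number were 10 RPM in both replicates of a group (822), only the 4 libraries of the comparison (1505) and 1 product per locus (1285); the others did not. In MOPS total RNA these were 10 RPM in both replicates of a group (833) and 1 product per locus (1155), and, chosen after seeing the values, the likelihood ratio test at an adjusted p-value under 0.01 (1579), also with a trended dispersion (1547) or stepwise tagwise dispersions (1545). For MOPS ribosome-associated RNA these were the likelihood ratio test (433), the exact test (324) and 10 RPM in both replicates of a group (220), and, chosen after seeing the values, the likelihood ratio test with a common (443) or trended (394) dispersion.

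For products higher in the stationary phase, the paper gives 185 in MOPS ribosome-associated RNA, against 105 here. The likelihood ratio test (219), the exact test (175) and DESeq2 (210) came within 1.5 times the paper's number, and so did the likelihood ratio test with a common (207), trended (211) or stepwise tagwise (209) dispersion, chosen after seeing the values. The other alternatives set before the data were examined did not. For products higher in all 4 comparisons, the paper shows about 82 in Fig. 2c, read by eye, against 53 here; the likelihood ratio test (90), the exact test (79) and DESeq2 (100) came within 1.5 times that number, and the other alternatives set before the data were examined did not.

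The log2 fold change of tRF-trpT in LB ribosome-associated RNA is 4.03 here and 4.05 in the paper's Supplementary Table S3, a difference above the small spread of the 2 replicate pairs (4.01 and 4.03). Of the alternatives set before the data were examined, totals and TMM factors without the 10 most abundant products came within that spread, and no other did. The log2 fold change of ssrS 39-nt product in MOPS total RNA is 3.22 here and 3.26 in the paper's Supplementary Table S3, and none of the alternatives set before the data were examined closed this gap.

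The paper states that most products did not change between the growth phases. Here, products without a significant change made up 32.7% in LB and 33.2% in MOPS total RNA, and 77.1% and 91.2% in LB and MOPS ribosome-associated RNA. Supplementary Table S3 also lists products whose false discovery rate there is 0.05 or more: 366 of 393 in LB total RNA, 403 of 416 in MOPS total RNA, 257 of 273 in LB ribosome-associated RNA and 159 of 185 in MOPS ribosome-associated RNA are under it.

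Some products that Supplementary Table S3 lists as upregulated were not past the threshold of the quasi-likelihood test here. For LB ribosome-associated RNA, these were tRF-trpT (adjusted p = 0.0511; 0.0198 with the likelihood ratio test and 0.0402 with the replicate number as a block), tRF-AlaV (adjusted p = 0.0531; 0.0161 and 0.0418), the ssrS 31-nt product (adjusted p = 0.0620; 0.0263 and 0.0468), the ssrA 27-nt product (adjusted p = 0.0627; 0.0260 with the likelihood ratio test) and a lacZ product (adjusted p = 0.0627; 0.0230 with the likelihood ratio test). For LB total RNA, it was the chiX 42-nt product (adjusted p = 0.0573; 0.0428 with the likelihood ratio test and 0.0138 with the block). For MOPS ribosome-associated RNA, these were sRNA_bolA (adjusted p = 0.0761; 0.0288 with the likelihood ratio test), the 109-nt ssrS product (adjusted p = 0.0829; 0.0321), the 72-nt products of rrsH and rrsC (adjusted p = 0.0738; 0.0252), an inaA product (adjusted p = 0.112; 0.0368) and the 78-nt product of rrsH (adjusted p = 0.0607; 0.00354), the second value being that of the likelihood ratio test.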

Other observations

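Of the tests in this part, those of the library totals and of read pairs were chosen only after the result was seen.

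Most products were lower in the stationary phase in total RNA. With the totals and TMM factors computed without the 10 most abundant products, the median log2 fold change was -4.58 in LB and -4.43 in MOPS, and with the mapped reads as totals it was -6.26 and -5.79. The choice of these library totals does not account for the lower median. Whether a few abundant products do cannot be told from the first of these values, since TMM factors already trim such products. Sequencing without an added standard gives levels relative to the rest of a library, so an absolute fall was not tested.

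Fewer products were past the threshold in MOPS ribosome-associated RNA than in the other comparisons. Under the replicate block, 167 products were past it, so the number did not rise when differences between the series were taken out of the spread of replicates. Of the upregulated products in LB total RNA, many are nested in one another: with 1 product per locus, 185 were upregulated.

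The number of mapped reads implied by Supplementary Table S1 was above the stated number of reads in each of the 8 replicate 2 libraries, by 1.64 to 2.01 times, and below it in the replicate 1 libraries, at 0.78 to 0.884 times. If both mates of a read pair had been counted, the ratio could not exceed 2, but it did in 2 libraries, at 2.003 and 2.008. These values lie only just above the limit. A count of mates alone does not give them exactly, but it is not excluded as the main part of the excess.

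Replicate 1 of the MOPS stationary ribosome-associated RNA had a count for 12085 products and replicate 2 for 4726. At the total of replicate 2, 8096 products would be expected with a count in replicate 1, so its larger total accounts for a part of the difference but not for all of it. A candidate explanation is material from exponential phase cells: across 3316 products above 3 counts in this library and at or below 3 counts in the other stationary phase libraries, the counts of replicate 1 correlated with those of the MOPS exponential ribosome-associated library of the same series at a Spearman coefficient of 0.319, against 0.273 for the LB exponential ribosome-associated library and 0.155 and 0.157 for the MOPS and LB exponential total RNA libraries. These correlations are weak and close to one another, and a state of these cells between the growth phases may give the same pattern.

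The 3 products with the largest rises and falls of each comparison include some at the floor of 3 counts in a group. The largest rise in LB ribosome-associated RNA was that of a 28-nt product antisense to a repeat, which is not in the list of Supplementary Table S3.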
